# Enhancing mammary differentiation by overcoming lineage-specific epigenetic modification and signature gene expression of fibroblast-derived iPSCs

**DOI:** 10.1038/cddis.2014.499

**Published:** 2014-12-04

**Authors:** Y Li, N Hong, A Zhang, W Chen, R-H Wang, X-L Xu, C-X Deng

## Abstract

Recent studies have shown that induced pluripotent stem cells (iPSCs) retain a memory of their origin and exhibit biased differentiation potential. This finding reveals a severe limitation in the application of iPSCs to cell-based therapy because it means that certain cell types are not available for reprogramming for patients. Here we show that the iPSC differentiation process is accompanied by profound gene expression and epigenetic modifications that reflect cells' origins. Under typical conditions for mammary differentiation, iPSCs reprogrammed from tail-tip fibroblasts (TF-iPSCs) activated a fibroblast-specific signature that was not compatible with mammary differentiation. Strikingly, under optimized conditions, including coculture with iPSCs derived from the mammary epithelium or in the presence of pregnancy hormones, the fibroblast-specific signature of TF-iPSCs obtained during differentiation was erased and cells displayed a mammary-specific signature with a markedly enhanced ability for mammary differentiation. These findings provide new insights into the precise control of differentiation conditions that may have applications in personalized cell-based therapy.

The mammary gland is a primary target for carcinogenesis. Breast cancer occurs at a high rate and affects one in eight women in Western countries during their lifetime.^1, 2^ In the United States alone, 232 340 new invasive breast cancer cases were reported for women in 2013 and 39 620 patients died.^3^ Regenerative therapy of the damaged mammary gland tissues is the best way to restore breast functions; therefore, the creation of stem cells that are capable of developing into fully functional mammary glands is desirable. There are two distinct types of pluripotent stem cells that may be used for this purpose. The first is embryonic stem cells (ESCs) derived from the inner cell mass of embryonic blastocysts,^4^ and the second is induced pluripotent stem cells (iPSCs) obtained by reprogramming somatic cells.^5^ Although, in theory, both ESCs and iPSCs can be differentiated into any type of mature cell, use of the latter is more desirable because it does not require the killing of embryos, and the cells can be derived from virtually any type of tissue. In addition, because iPSCs can be generated from the same patient, the use of iPSCs avoids the immunosuppressive reactions that have long hampered organ and tissue transplantation.^6, 7, 8^ However, recent studies have shown that some iPSCs seem to retain a memory of their origin and exhibit skewed potential during differentiation for tissue/organ formation.^9, 10, 11, 12, 13, 14^ This feature may represent a limitation if certain cell types from diseased tissues or organs are not available for reprogramming.

Numerous studies about the use of ESCs have indicated that, although these cells have the potential to generate all cell types, their differentiation depends critically on many factors.^14, 15, 16^ Precise conditions are required for driving cells into specific pathways leading to new lineage formation (reviewed in Murry and Keller^17^ and Cahan and Daley^18^). Based on these observations, we hypothesized that the skewed differentiation of iPSCs could be overcome by providing favorable conditions for differentiation. To test this hypothesis, we have generated iPSCs from mouse mammary epithelial cells (ME-iPSCs) and mouse-tail fibroblasts (TF-iPSCs), and have studied the gene expression profiles and epigenetic modifications during differentiation. We found that, although these iPSCs activate distinct signature memories that are reflective of their origins during the differentiation process, the fate of iPSCs could be redirected under optimized conditions in favor of the formation of a desired tissue/organ.

## Results

### Greater potential for *in vitro* mammary differentiation in ME-iPSCs than in TF-iPSCs

iPSCs were generated by reprogramming mouse ME cells and TFs. Both ME-iPSCs and TF-iPSCs were morphologically indistinguishable and expressed the stem cell markers examined, but did not express the epithelial and fibroblast markers that were present in the original ME cells or fibroblasts (Figures 1a and b and Supplementary Figure 1). Most of the established iPSC lines had lost transgene expression, although a few lines displayed weak expression of one or two genes (Supplementary Figure 2a). These cells might not have been reprogrammed completely and were not used for the subsequent experiments. Both ME-iPSCs and TF-iPSCs could form teratomas containing three germ layers similar to those formed by ESCs in immunodeficient (nude) mice (Figure 1c). Gene expression analysis comparing early passages (P7–8) and late passages (P20–30) did not detect obvious differences between these cells (Supplementary Figures 2b and d).

Next, we compared the ability of these cells to differentiate into ME cells. In the two-step consecutive differentiation protocol that creates conditions favoring differentiation into ME cells, both ME-iPSCs and TF-iPSCs underwent similar morphological changes (Figures 2a and b), which led to the formation of cells that were positive for cytokeratin-14 (CK14), cytokeratin-18 (CK18), and/or estrogen receptor *α* (Figure 2c). Quantitative analysis revealed that differentiated ME-iPSCs (D-ME-iPSCs) contained a significantly higher percentage of positive cells than did differentiated TF-iPSCs (D-TF-iPSCs) (Figure 2d).

Next, we used fluorescence-activated cell sorting (FACS) to analyze the expression of CD24, CD49f, and CD61, commonly used markers for identifying mammary stem cells (MaSCs),^19, 20, 21^ among D-ME-iPSCs and D-TF-iPSCs. The number of CD24^Med^CD49^High^ cells (Figures 3a and c) and CD24^Med^CD49^High^ CD61^+^ cells (Figure 3b) was significantly higher in D-ME-iPSCs cells than in D-TF-iPSCs cells. To assess the function of MaSCs, we performed mammosphere formation experiments after staining the differentiated cells with PKH26, a florescent dye that is retained in slowly dividing cells.^22^ Both types of cells could form mammosphere-like structures (Figure 3d). However, D-TF-iPSCs formed significantly smaller (Figure 3e) and also fewer mammospheres (Figure 3f) than D-ME-iPSCs, suggesting that TF-iPSCs had a reduced capacity for mammary differentiation under these conditions.

### More effective *in vivo* mammary gland formation by ME-iPSCs than by TF-iPSCs

To test their ability to form mammary glands *in vivo*, we implanted the D-ME-iPSCs and D-TF-iPSCs into the cleared fat pads of the mammary glands of female nude mice. Freshly isolated ME cells were used as a control. Six to eight weeks after implantation, the mammary glands were isolated from the recipient mice and examined by whole-mount imaging. We identified mammary tree-like structures in all mammary fat pads implanted with these cells (*n*=18 for ME cells, *n*=36 for D-ME-iPSCs, and *n*=36 D-TF-iPSCs). Many of the glands formed by D-TF-iPSCs were smaller, indicating that these cells have an impaired ability to form mammary glands (Figure 3g). Close examination showed that mammary glands produced by D-ME-iPSCs were morphologically similar to those produced by the implanted control ME cells. The mammary tree-like structures formed by ME cells and D-ME-iPSCs contained dense branches and clusters of alveolar buds. By contrast, the mammary glands formed by D-TF-iPSCs contained mostly large ducts, with significantly fewer side branches and no clusters of alveolar buds, suggesting that the branching morphogenesis and the capacity for alveolar development were markedly impaired in the mammary glands formed by D-TF-iPSCs. Because the donor cells (ME cells, D-TF-iPSCs, and D-ME-iPSCs) express a gene encoding *β*-galactosidase,^23^ we stained several mammary gland samples derived from the cells with X-gal and confirmed that the glands were indeed derived from the donor cells (Figure 3g).

### Identification of lineage-specific signature gene expression and epigenetic modification acquired during differentiation of ME-iPSCs and TF-iPSCs

To identify the mechanisms underlying the disparate patterns of differentiation observed in TF-iPSCs and ME-iPSCs, we used DNA microarray analysis to investigate the gene expression profiles of D-TF-iPSCs, D-ME-iPSCs, and control ME cells. 

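Array values were available for 3 groups of 3 arrays each: ME, the freshly isolated control ME cells; D-ME-iPSC, the ME-derived iPSCs after the 2-step protocol of 3 and 6 days; and D-TF-iPSC, the iPSCs of tail-tip fibroblasts after the same protocol. The authors' values are log2 expression values per exon-level probe set, made with RMA, which corrects background, normalizes arrays and summarises probes, and with Partek; their versions and settings are not given in the sources used here. The median of the 241576 probe sets lay between 7.45 and 7.61 in all 9 arrays, and no further normalization was applied. The upper quartile was 8.97 and 9.05 in ME replicates 2 and 3 and 9.12 to 9.28 in the other arrays, so bright probe sets were lower in those ME arrays. A gene was the mean of its probe sets with exactly 1 gene symbol, which gave 20416 genes with a median of 8 probe sets each. Groups were compared with limma, which tests each gene against a spread pooled over all 9 arrays, and a gene was called at an adjusted p (Benjamini-Hochberg) under 0.05. Of simulated changes of log2 1 between D-ME-iPSC and D-TF-iPSC, this test recovered 78%, and of changes of log2 0.5 it recovered 29%, when all 9 arrays had the pooled spread. With the spread of the D-ME-iPSC and D-TF-iPSC arrays it recovered 97% and 79.1%. Neither setting matches the data, where the ME arrays spread more than the others. Pearson's r between arrays over all genes was 0.995 to 0.996 within D-ME-iPSC and 0.994 to 0.996 within D-TF-iPSC. The array labelled ME replicate 1 had an r of 0.991 to 0.993 with the D-ME-iPSC arrays and of 0.92 to 0.943 with ME replicates 2 and 3, which had an r of 0.973 with each other. It was kept under its label. Whether the 3 arrays of a group come from separate animals or cultures is not given in the sources used here.

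**Figure D1:**
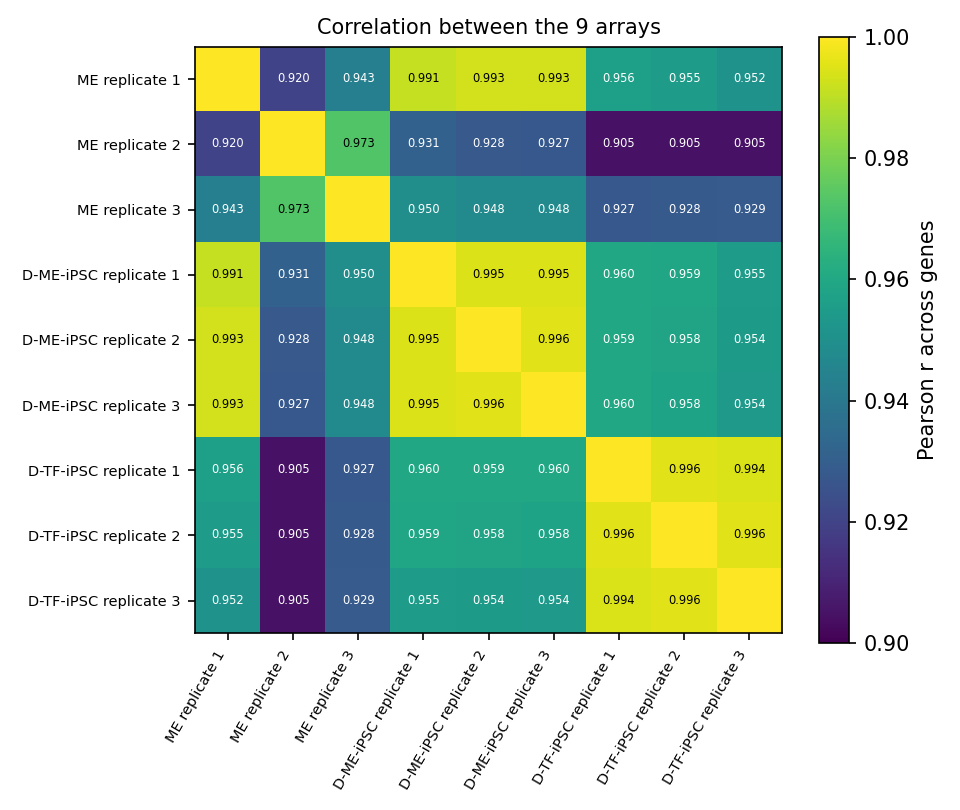
Pearson's r over all genes between each pair of the 9 arrays, which stand in the same order on the horizontal and vertical axes, by group and replicate; colour gives r. The array labelled ME replicate 1 has the colour of the D-ME-iPSC arrays rather than of ME replicates 2 and 3.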

Through a serial comparison of gene expression between different genotypes, we generated a preliminary candidate list (Supplementary Figures 3a and d). 

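Csn1s1 and Esrp1 were higher, and Mmp13 and Aspn lower, in ME and D-ME-iPSC than in D-TF-iPSC. Csn1s1, which encodes a milk casein, had a log2 expression value of 12.45 ± 0.98 (mean ± SD over the 3 arrays of a group) in ME, 11.32 ± 0.03 in D-ME-iPSC and 5.22 ± 0.05 in D-TF-iPSC. Its log2 fold change against D-TF-iPSC was 7.24 in ME (standard error 0.38, adjusted p = 1.1e-05) and 6.10 in D-ME-iPSC (standard error 0.38, adjusted p = 2.0e-05). Esrp1, a splicing factor of epithelial cells, was higher by log2 3.15 in ME and 3.05 in D-ME-iPSC. Mmp13, a collagenase, had log2 folds of -3.97 and -3.08, and Aspn, a matrix proteoglycan, of -2.78 and -3.37. Taking only the brightest probe set of each gene gave 2.92 and 2.43 for Csn1s1, 1.92 and 1.61 for Esrp1, -4.71 in ME for Mmp13 and -1.88 in ME for Aspn. With the median of the probe sets Csn1s1 was 7.88 in ME and 6.78 in D-ME-iPSC, and with array weights 7.85 in ME. By limma, 3325 genes differed between ME and D-TF-iPSC (1532 higher in ME and 1793 lower) and 2711 between D-ME-iPSC and D-TF-iPSC (1395 higher in D-ME-iPSC and 1316 lower). Between ME and D-ME-iPSC 0 genes passed limma's adjusted p, 3857 had an unadjusted p under 0.05, and the methods' Student's test called 1073 unadjusted and 0 adjusted. In the comparisons of ME and D-ME-iPSC with D-TF-iPSC that test called 3983 and 8340 genes unadjusted and 623 and 6181 adjusted. All arrays of a group lay on one side of the other group for 29.4%, 48.4% and 14.1% of genes in these 3 comparisons, where chance gives 10%. Without the array labelled ME replicate 1 the 3 counts were 7992, 5782 and 7900, and all 3325 and 2711 genes were called again in the same direction. The count for ME against D-TF-iPSC was 1824 without D-TF-iPSC replicate 2, and that for D-ME-iPSC against D-TF-iPSC was 1545 without D-ME-iPSC replicate 2.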

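In the serial comparison, with a fold of at least 1.5 added to the adjusted p, Csn1s1, Esrp1, Mmp13 and Aspn stood in the lists of ME against D-TF-iPSC (2450 genes), of D-ME-iPSC against D-TF-iPSC (2011 genes) and of both (1400 genes). The list of ME against D-ME-iPSC held 0 genes by limma, so all 1400 shared genes stayed, of which 666 were higher in both ME and D-ME-iPSC, 734 lower in both and 0 opposite. Both lists use the same D-TF-iPSC arrays; lists of these sizes drawn independently would share 55.5 higher and 64.9 lower genes. Across genes, which are not independent of each other, Pearson's r of the 2 log2 folds was 0.743, and it was 0.197 in 20 simulations of unchanged groups with shared D-TF-iPSC arrays. Those simulations kept the wide spread of the ME arrays, which lowers r. They also did not allow for the D-ME-iPSC-like profile of the array labelled ME replicate 1, which can link the 2 folds. The gap between the 2 values of r is therefore no measure of how alike ME and D-ME-iPSC are. With the array labelled ME replicate 1 left out, the lists held 4653 and 2777 genes with 1696 in both, 4226 genes stood in the list of ME against D-ME-iPSC, and 442 higher and 607 lower genes stayed.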

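Genes of epithelial cells were higher in ME and D-ME-iPSC than in D-TF-iPSC. Gjb2, which encodes a gap junction protein, had a log2 expression value of 10.32 ± 0.69 (SD, n = 3) in ME, 11.09 ± 0.04 (n = 3) in D-ME-iPSC and 7.25 ± 0.09 (n = 3) in D-TF-iPSC, a log2 fold against D-TF-iPSC of 3.07 (standard error 0.28, adjusted p = 0.00014 by limma) in ME and of 3.84 (adjusted p = 4.5e-05) in D-ME-iPSC. Cd24a, a surface protein used to sort mammary epithelium, was higher by log2 2.52 in ME and 2.55 in D-ME-iPSC, and Tcfap2a, a transcription factor of ectodermal epithelia, by 1.66 and 1.97. Taking only the brightest probe set of each gene gave 1.91 and 1.57 for Cd24a, 0.74 and 1.33 for Tcfap2a and 3.69 in ME for Gjb2, which was 2.43 in ME with array weights. Those weights were 0.0658, 0.142 and 8.98 for ME replicates 1, 2 and 3, so weighted ME values here and below rest almost wholly on replicate 3. By the methods' t-test, adjusted, the ME values of Gjb2 and Tcfap2a did not pass. Of 27 genes of epithelial junctions and identity, 23 were higher in ME (23 when adjusted over the list alone), 23 in D-ME-iPSC (24 over the list alone) and 0 lower in either. Of the 153 genes that Supplementary Table 1 gives as higher in both, 150 were found by symbol, and limma called 144 in ME, 143 in D-ME-iPSC and 138 in both (150 in both when adjusted over the table's genes alone); the others, Pak1, Prlr and Epb4.1, are not analysed here. A fold of at least 1.5 in both as well was met by 135 of these 150 genes. Once the array labelled ME replicate 1 is left out, 146 were called in both, 128 of them with that fold, 63 of the 150 differed between ME and D-ME-iPSC, and 94 stayed in the last list of the serial comparison. The study chose this list on the same arrays, so its counts are not independent evidence. Members of the junction list such as Cdh1, Epcam and Rab25 are in it as well, so the junction counts are not independent of it.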

Further comparison of this list with a previously published data set of genes that are conserved between the human and mouse in several distinct mammary lineages^24^ (Supplementary Figure 3e) allowed us to identify 237 genes that were differentially expressed (Supplementary Table 1 and Figure 4a); 153 of these genes were expressed at higher levels in the control ME cells and D-ME-iPSCs relative to the D-TF-iPSCs. 

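Markers of basal and of luminal mammary cells were both among the genes higher than in D-TF-iPSC. Krt14 and Krt17, keratins of the basal layer, had log2 folds of 2.09 and 2.32 in ME and of 2.76 and 3.34 in D-ME-iPSC. Ltf, the milk iron carrier made by luminal progenitors, had a log2 fold of 2.70 (standard error 0.35, adjusted p = 0.0010 by limma, n = 3 per group) and of 3.51 (standard error 0.35, adjusted p = 0.00027, n = 3). From the brightest probe set alone Krt14 was 2.69 in ME, and Krt17 was 2.33 and Ltf 2.86 in D-ME-iPSC, and with array weights Ltf was 1.94 in ME. Of 20 basal and myoepithelial genes, 8 were higher and 1 lower in ME (8 and 2 when adjusted over the list alone) and 9 higher and 1 lower in D-ME-iPSC (9 and 1); the lower ones were Myl9, a myosin light chain of contractile cells, in ME (-1.85) and Snai2, a transcription factor of basal cells, in D-ME-iPSC (-0.91). Of 13 luminal progenitor genes, 8 were higher in ME (8 over the list alone) and 10 in D-ME-iPSC (10), and 0 lower. Of 17 mature luminal genes, 5 were higher and 0 lower in ME (5 and 1) and 6 higher and 1 lower in D-ME-iPSC (7 and 1), the lower one Tnfsf11, the RANK ligand (-0.74). As groups, by camera with an estimated correlation between genes, the luminal progenitor genes were higher (adjusted p = 0.013 in ME and 0.0076 in D-ME-iPSC). The basal (adjusted p = 0.53 and 0.35) and mature luminal genes (0.11 and 0.26) did not pass that test. With a preset correlation of 0.01, the basal (adjusted p = 0.0070 and 4.2e-05) and mature luminal genes (5.0e-05 and 0.0062) passed. The result for the basal and mature luminal lists therefore depends on the correlation assumed between genes. Without the array labelled ME replicate 1, basal genes lower in ME were 6, and 9 mature luminal genes were higher and 1 lower in ME. Without any single D-ME-iPSC or D-TF-iPSC array, luminal progenitor genes higher in D-ME-iPSC were 6, and Myl9 (-1.82 to -1.87), Snai2 (-0.79 to -0.98) and Tnfsf11 (-0.66 to -0.81) did not pass; Myl9 also did not pass without ME replicate 3 (-1.98) and was -1.15 without ME replicate 2 and -1.17 with the brightest probe set. The methods' t-test, adjusted, did not call Krt14, Krt17, Ltf and Myl9 in ME, the last not unadjusted either. By that test, adjusted, and with only the 6 arrays compared, the D-ME-iPSC values of Snai2 and Tnfsf11 passed. Some members of these lists are also in Supplementary Table 1: Krt5, Trp63 and Itga6 (basal), Elf5, Kit and Ltf (luminal progenitor), Krt8, Krt18 and Krt19 (mature luminal). The study chose that table on the same arrays, so these counts and group tests are not independent evidence. The published lineage gene sets were not used here, so no gene was assigned to a subset by them.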

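Krt14 and Krt17 are keratins of the epidermis as well, and some genes of epidermal keratinocytes were also higher than in D-TF-iPSC. Of 18 such genes, 5 were higher and 1 lower in ME (8 and 1 when adjusted over the list alone by limma) and 10 higher and 0 lower in D-ME-iPSC (11 and 0). As a group, by camera with an estimated correlation, they passed in D-ME-iPSC (adjusted p = 0.016) and not in ME (adjusted p = 0.15). With a preset correlation of 0.01 they passed in both (adjusted p = 7.1e-06 in D-ME-iPSC and 0.027 in ME). Keratinocyte genes higher in ME were 9, and lower 4, without the array labelled ME replicate 1; without any single D-ME-iPSC or D-TF-iPSC array 2 were higher and 0 lower in ME, and without ME replicate 3 also 0 were lower. In D-ME-iPSC 6 were higher without any single D-ME-iPSC array or without D-TF-iPSC replicate 1 or 2.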

Of note, most genes in the list are in the MaSC-enriched subset (*n*=110, 72%), and a smaller number of genes belong to the luminal precursor subset and mature luminal subset. 

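Fap and Meg3 were higher in D-TF-iPSC than in ME and D-ME-iPSC. Fap, a surface protease of activated fibroblasts, had a log2 expression value of 7.48 ± 0.22 (SD, n = 3) in ME, 7.26 ± 0.08 (n = 3) in D-ME-iPSC and 9.95 ± 0.10 (n = 3) in D-TF-iPSC, a log2 fold of -2.47 (standard error 0.13, adjusted p = 8.8e-06 by limma) in ME and of -2.69 (adjusted p = 6.9e-06) in D-ME-iPSC. Meg3, an imprinted noncoding RNA of Supplementary Table 1, had log2 folds of -2.59 and -3.10, which were -1.49 in ME with array weights and -2.30 in D-ME-iPSC with the brightest probe set per gene. Its ME value did not pass by the methods' t-test, adjusted. Of the 84 genes that table gives as lower in ME and D-ME-iPSC, 82 were found by symbol, and limma called 82 in ME, 72 in D-ME-iPSC and 72 in both (82 in both when adjusted over the table's genes alone); Srpx and Rnf165 are not analysed here. A fold of at least 1.5 in both as well was met by 69 of them. Once the array labelled ME replicate 1 is left out, 82 were called in both, 76 of them with that fold, 45 of the 82 differed between ME and D-ME-iPSC, and 50 stayed in the last list of the serial comparison. The study chose these genes on the same arrays, so the counts are not independent evidence.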

Eighty-four genes were expressed at higher levels in the D-TF-iPSCs than in the control ME cells and D-ME-iPSCs. Many of these genes are in the stromal fibroblast subset^24, 25^ and have important roles in the cytoskeleton, cell adhesion, and extracellular matrix, such as collagens, vimentin, Fbln1, and Prrx1.

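The named fibroblast and collagen genes were lower in ME and D-ME-iPSC than in D-TF-iPSC. Vim, the intermediate filament of mesenchymal cells, had a log2 expression value of 11.26 ± 0.34 (SD, n = 3) in ME, 11.59 ± 0.05 (n = 3) in D-ME-iPSC and 12.32 ± 0.06 (n = 3) in D-TF-iPSC, a log2 fold of -1.06 (standard error 0.16, adjusted p = 0.0019 by limma) in ME and of -0.74 (standard error 0.16, adjusted p = 0.014) in D-ME-iPSC. Prrx1, a homeobox factor of mesenchyme, had log2 folds of -1.57 and -1.10, and Fbln1, a matrix glycoprotein, of -0.99 and -1.60. Of the collagens, Col5a1 had log2 folds of -1.11 and -0.95, Col5a2 of -2.94 and -2.28 and Col6a1 of -0.96 and -0.84. Of 20 genes of fibroblast and mesenchymal identity, 15 were lower in ME (17 when adjusted over the list alone) and 12 in D-ME-iPSC (16), and 0 higher. Of 30 collagen and matrix genes, 23 were lower and 1, Lum, a collagen-binding proteoglycan, higher in ME (25 and 1 over the list alone), and 21 were lower and 0 higher in D-ME-iPSC (23 and 0). As groups, by camera with an estimated correlation, the fibroblast genes passed in both comparisons (adjusted p = 0.013 and 0.0082). The matrix genes passed in D-ME-iPSC (adjusted p = 0.044) but not in ME (adjusted p = 0.054). With a preset correlation of 0.01 the matrix genes passed in ME as well (adjusted p = 2.7e-15). Members of both lists, such as Vim, Prrx1, Col5a1 and Fbln1, are in Supplementary Table 1, so these results are not independent evidence. Once the array labelled ME replicate 1 is left out, 5 matrix and 2 fibroblast genes were higher in ME and 1 matrix gene was higher in D-ME-iPSC. The ME value of Fbln1 did not pass without any single D-ME-iPSC or D-TF-iPSC array (-0.95 to -1.04), and was -0.63 without ME replicate 1. The D-ME-iPSC value of Vim did not pass without D-ME-iPSC replicate 2 (-0.74) or 3 (-0.71) or D-TF-iPSC replicate 2 (-0.70) or 3 (-0.75), nor that of Col6a1 without D-ME-iPSC replicate 1 (-0.80) or D-TF-iPSC replicate 3 (-0.81). Both D-ME-iPSC values passed with only the 6 arrays compared and by the methods' t-test, adjusted, which leave out the spread of the ME arrays. With the brightest probe set per gene, the D-ME-iPSC values of Vim (-0.38), Prrx1 (-0.83), Col5a1 (-1.72) and Col5a2 (-0.77) and the ME value of Fbln1 (-1.15) did not pass, and the ME values of Col5a1 and Col5a2 were -2.90 and -1.57. Fbln1 in ME also failed with quantile normalization (-0.93) and with only the 6 arrays compared, and Prrx1 in D-ME-iPSC with the median of the probe sets (-1.09). By the methods' t-test, adjusted, the ME values of Vim, Prrx1, Fbln1, Col5a2, Col6a1 and Lum did not pass, that of Fbln1 not unadjusted either.

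**Figure D2:**
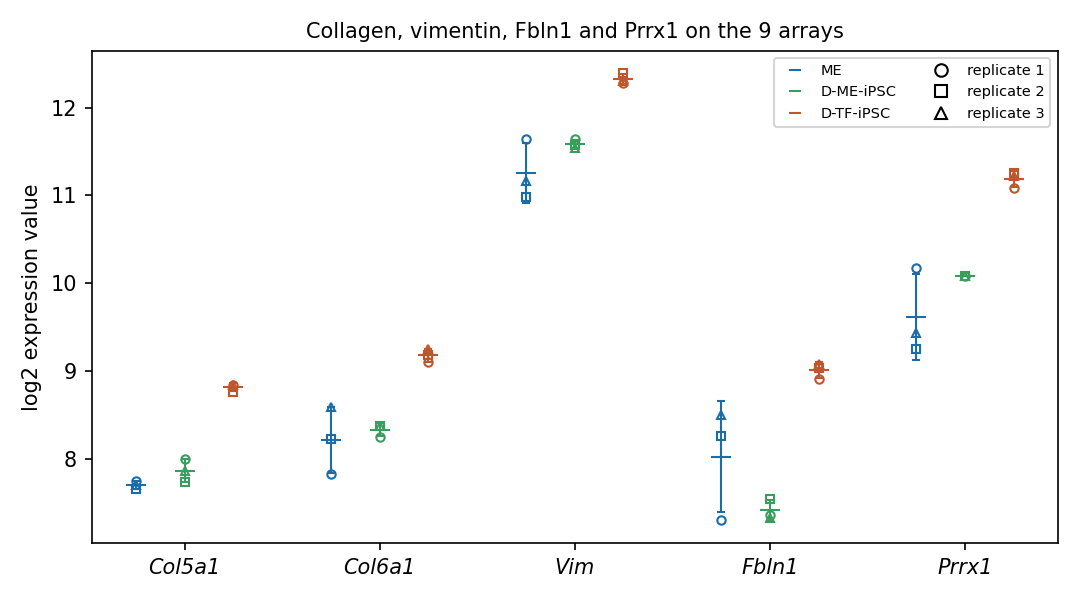
Log2 expression value (vertical axis) of Col5a1, Col6a1, Vim, Fbln1 and Prrx1 in each of the 3 arrays of ME, D-ME-iPSC and D-TF-iPSC (horizontal axis); symbols give the replicate, and lines with bars the mean and SD. D-TF-iPSC lies highest for each gene, and the ME arrays spread most for all but Col5a1.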

We hypothesized that the differences in signature gene expression might be the result of differences in epigenetic modification. To investigate this, we used chromatin immunoprecipitation (ChIP) to examine the promoters of 14 genes for histone modifications with markers for open chromatin structure (histone H3K4 methylation (H3K4m2) and H3K9 acetylation (H3K9ac)) and for closed chromatin structure (H3K9 methylation (H3K9me3) and H3K27 methylation (H3K27me3)). All nine genes examined that were highly expressed in ME cells and D-ME-iPSCs exhibited open chromatin structures, whereas all five genes that were expressed at lower levels displayed closed structures (Figures 4b and d and Supplementary Figure 4). In D-TF-iPSCs, these promoters exhibited the opposite patterns of chromatin modifications. The status of the chromatin structure of these genes clearly matched their expression pattern.

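The expression of these 14 genes was measured on the arrays; the chromatin marks are not analysed here. Elf5, a transcription factor of luminal progenitors and alveolar cells, had a log2 expression value of 10.20 ± 1.57 (SD, n = 3) in ME, 8.59 ± 0.18 (n = 3) in D-ME-iPSC and 6.13 ± 0.15 (n = 3) in D-TF-iPSC, a log2 fold of 4.07 (standard error 0.61, adjusted p = 0.0022 by limma) in ME and of 2.46 (standard error 0.61, adjusted p = 0.029) in D-ME-iPSC. Trp63, a transcription factor of basal cells, was higher by log2 2.15 and 2.35, and Krt5, a basal keratin, by 2.56 and 3.63. Krt8, Krt18 and Krt19, keratins of luminal cells, were higher by log2 2.84, 2.90 and 3.33 in ME and by 2.88, 2.95 and 3.42 in D-ME-iPSC, Kit, a receptor of luminal progenitors, by 1.99 and 1.80, and Car2, a carbonic anhydrase, by 3.55 and 2.72. Sfrp1, a secreted Wnt inhibitor, had log2 folds of -3.01 and -2.95, and Ccnd2, a cyclin of the G1 phase, of -2.38 and -1.48. With Cldn1 among the higher and Vim, Col5a1 and Prrx1 among the lower genes, 9 of 9 were higher and 5 of 5 lower in both comparisons, also when adjusted over each list alone; the study chose these genes, so this is not independent evidence. As groups, by camera with an estimated correlation, the 5 lower genes did not pass (adjusted p = 0.054 in ME and 0.059 in D-ME-iPSC). Without any single D-ME-iPSC or D-TF-iPSC array, the D-ME-iPSC values of Elf5 (2.37 to 2.56) and Ccnd2 (-1.44 to -1.52) did not pass, so that 8 of 9 were higher in both. Both D-ME-iPSC values passed with only the 6 arrays compared and by the methods' t-test, adjusted, which leave out the spread of the ME arrays. The ME value of Elf5 was 4.94 without the array labelled ME replicate 1, where it differed from D-ME-iPSC by log2 2.48 (adjusted p = 3.8e-05), and 3.41 without ME replicate 2. Of the 5 genes, 4 were lower in both without D-ME-iPSC replicate 1 or D-TF-iPSC replicate 1, and 3 without D-ME-iPSC replicate 2 or 3 or D-TF-iPSC replicate 2 or 3. With the brightest probe set per gene, Trp63 (0.30 in ME and 0.64 in D-ME-iPSC) and the D-ME-iPSC value of Elf5 (1.98) did not pass, and the ME and D-ME-iPSC values moved to 2.51 and 1.90 for Car2 and -2.13 and -2.00 for Sfrp1, the ME values to 3.40 for Elf5 and -1.45 for Ccnd2, and the D-ME-iPSC values to 2.99 for Krt5 and 0.89 for Kit. The median of the probe sets gave -3.82 and -3.79 for Sfrp1 and 2.79 for Trp63 in ME. The methods' t-test, adjusted, did not call Elf5, Krt5, Ccnd2, Vim and Prrx1 in ME, which left 7 of 9 higher and 2 of 5 lower in both.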

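Claudins, the proteins that seal tight junctions between epithelial cells, were measured on the arrays in all 3 groups. Cldn1, which closes the barrier of many epithelia, had a log2 expression value of 10.84 ± 0.25 (SD, n = 3) in ME, 10.64 ± 0.17 (n = 3) in D-ME-iPSC and 7.59 ± 0.19 (n = 3) in D-TF-iPSC, a log2 fold of 3.25 (standard error 0.16, adjusted p = 8.1e-06 by limma) in ME and of 3.05 (adjusted p = 9.3e-06) in D-ME-iPSC. Cldn3, a claudin of mammary epithelium, was higher by log2 1.29 (standard error 0.15, adjusted p = 0.00050 by limma) and 1.27 (adjusted p = 0.00062). Cldn4, which lowers sodium passage between cells, was higher by log2 1.5 (standard error 0.26, adjusted p = 0.0044 by limma) and 2.21 (adjusted p = 0.00062), and Cldn7, a claudin of the basolateral membrane, by 0.98 (standard error 0.24, adjusted p = 0.024) and 1.66 (adjusted p = 0.0022). All 4 were higher in both comparisons, also when adjusted over the list alone; the study chose them, so this is not independent evidence. Of 15 other claudins, 2 were higher in ME (2 over the list alone) and 2 in D-ME-iPSC (3), and 0 lower. Without the array labelled ME replicate 1, all 4 named claudins stayed higher in both comparisons, and Cldn4 (-1.02) and Cldn7 (-0.97) were lower in ME than in D-ME-iPSC; of the other claudins 4 were then higher and 2 lower in ME and 4 higher in D-ME-iPSC, while without any single D-ME-iPSC or D-TF-iPSC array 1 was higher in D-ME-iPSC. The ME value of Cldn7 did not pass without ME replicate 2 (0.98) or without D-TF-iPSC replicate 1 (1.02), 2 (0.98) or 3 (0.94), nor with only the 6 arrays compared (0.98). By the methods' t-test, adjusted, the ME values of Cldn3, Cldn4 and Cldn7 did not pass, which left 1 of the 4 higher in both; unadjusted, all 4 were. Taking only the brightest probe set of each gene gave 2.67 and 2.51 for Cldn3, 2.45 and 3.02 for Cldn4 and 2.50 and 3.48 for Cldn7, and with the median of the probe sets 3.93 and 3.77 for Cldn1.

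**Figure D3:**
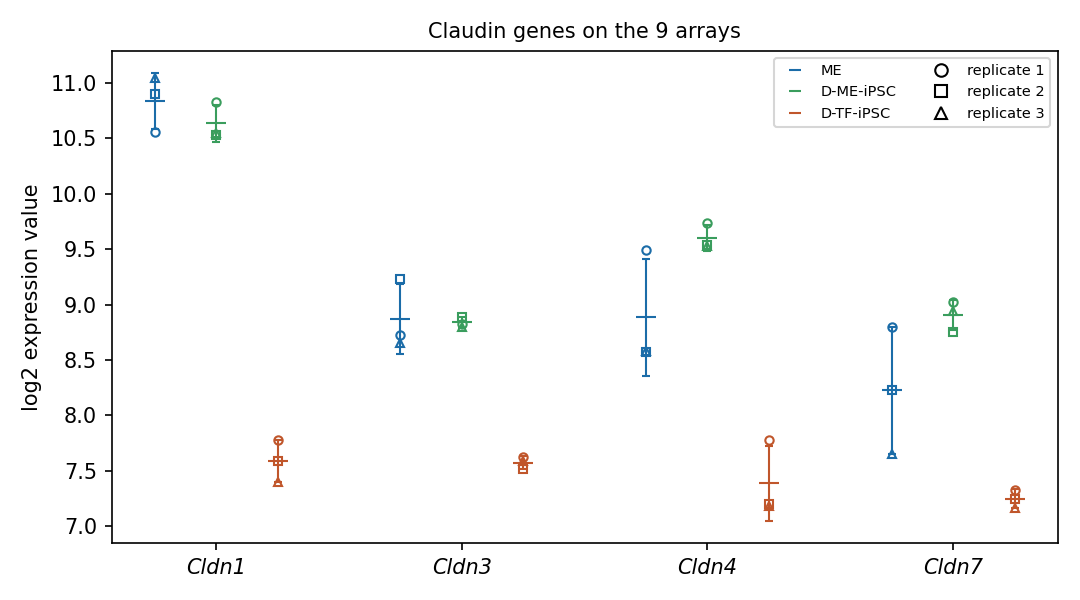
Log2 expression value (vertical axis) of Cldn1, Cldn3, Cldn4 and Cldn7 in each of the 3 arrays of ME, D-ME-iPSC and D-TF-iPSC (horizontal axis); symbols give the replicate, and lines with bars the mean and SD. For each gene the D-TF-iPSC arrays lie lowest.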

Our data indicated higher expression levels of four claudin genes, *Cldn1*, *3*, *4*, and *7*, in control ME cells and D-ME-iPSCs than in D-TF-iPSCs (Supplementary Table 1). These genes belong to a family of tight junction proteins that are highly expressed in the mammary gland during pregnancy and lactation,^26, 27^ and their expression is frequently affected by promoter methylation.^28, 29, 30^ Our examination identified CpG islands in the promoters and/or the first exon/intron of these genes (Supplementary Figure 5a). Examination of the DNA methylation status of these CpG islands by methylation-specific polymerase chain reaction (PCR) (Supplementary Figure 5b), real-time PCR (Figure 4e), and bisulfite sequencing (Figure 4f and Supplementary Figure 5c) showed that these promoters exhibited significantly higher levels of methylation in D-TF-iPSCs than in ME cells and D-ME-iPSCs.

Next, we checked whether these distinct chromatin modifications were present in the undifferentiated iPSCs, and we detected no obvious differences between the undifferentiated iPSCs and ESCs (Supplementary Figure 6, and data not shown). Taken together with the earlier finding that the undifferentiated ME-iPSCs and TF-iPSCs showed similar gene expression (Figure 1a and Supplementary Figure 2), our data suggest that these changes are acquired during differentiation. Thus, under conditions favoring ME differentiation, ME-iPSCs adopted a chromatin structure similar to that of ME cells, whereas TF-iPSCs activated genes characteristic of fibroblasts. 

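Genes of milk secretion and of fibroblasts were compared among the 3 groups of arrays. The arrays hold no undifferentiated iPSCs and no tail-tip fibroblasts, so they cannot show which differences were acquired during differentiation. Csn3, a casein that keeps milk micelles in solution, was higher than in D-TF-iPSC by log2 3.19 in ME (standard error 0.49, adjusted p = 0.0024 by limma, n = 3 per group) and 1.86 in D-ME-iPSC (standard error 0.49, adjusted p = 0.034, n = 3). Csn2, the most abundant mouse casein, was higher by log2 5.01 in ME (standard error 0.85, adjusted p = 0.0041 by limma), while its log2 fold of 2.63 in D-ME-iPSC did not pass (adjusted p = 0.079). Without ME replicate 1 the ME values were 3.91 for Csn3, 6.28 for Csn2 and -4.23 for S100a4, a calcium-binding protein of fibroblasts, and without ME replicate 3 that of Csn2 was 4.30. From the brightest probe set alone the ME value of Csn2 (1.85) did not pass, that of Csn3 was 2.37, and Csn2 in D-ME-iPSC had a log2 fold of 0.01. The D-ME-iPSC value of Csn2 passed with the median of the probe sets (4.71), where Csn2 was 6.55 in ME and Csn3 3.96 and 2.57, and also with array weights (2.66), with only the 6 arrays compared and by the methods' t-test, adjusted, by which the ME values of Csn2, Csn3, S100a4 and Lpl did not pass. Of 15 genes of milk proteins and secretion, 7 were higher and 1, the lipase gene Lpl (-1.02), lower in ME (10 and 1 when adjusted over the list alone), and 4 were higher and 1, again Lpl (-1.84), lower in D-ME-iPSC (5 and 1). By camera with a preset correlation of 0.01, the milk genes passed as a group in ME (adjusted p = 6.5e-06). In D-ME-iPSC they did not pass with it (adjusted p = 0.10). With an estimated correlation they did not pass in ME (adjusted p = 0.29). S100a4 had log2 folds of -3.57 in ME and -2.41 in D-ME-iPSC, of which the first was -4.44 with the brightest probe set per gene and the second (-2.43) did not pass with it. Over all genes, the mean squared difference of log2 values, less the part due to spread, was 0.0831 (SD 0.177 over pairs of arrays) between ME and D-ME-iPSC, 0.242 (SD 0.015) between D-ME-iPSC and D-TF-iPSC and 0.246 (SD 0.116) between ME and D-TF-iPSC. Those SDs are of uncorrected differences between single arrays, whose pairs share arrays, so they are not errors of the values. Without the array labelled ME replicate 1 the difference between ME and D-ME-iPSC was 0.294, larger than the 0.242 between D-ME-iPSC and D-TF-iPSC. Without ME replicate 3 the difference between ME and D-ME-iPSC was -0.0295, since the part due to spread exceeded it. Without ME replicate 1, 13 milk genes were also higher in ME and 7 higher and 2 lower in D-ME-iPSC, and Csn2 then passed in D-ME-iPSC (adjusted p = 3.7e-07 by limma). Without any single D-ME-iPSC or D-TF-iPSC array Csn3 (1.83 to 1.92) did not pass in D-ME-iPSC, where 2 milk genes were then higher, and without any single D-TF-iPSC array Lpl (-0.94 to -1.09) did not pass in ME. The D-ME-iPSC value of Csn3 passed with only the 6 arrays compared and by the methods' t-test, adjusted. From the expression of the signature genes, the histone marks at 14 promoters and the methylation of claudin promoters, set beside undifferentiated iPSCs with no obvious differences, the paper proposes that the differences arose during differentiation and concludes that ME-iPSCs took on ME-like chromatin and TF-iPSCs turned on fibroblast genes.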

Our results pinpoint the fibroblast signature that prevents TF-iPSCs from forming well-differentiated ME cells *in vitro* and mammary glands *in vivo*.

### Induced mammary differentiation by erasing the fibroblast-specific signature *in vitro* and *in vivo*

Our data suggest that the acquired lineage-specific signature helps iPSCs differentiate into the type of cells of their origin and prevents them from becoming other types of cells. This could severely limit their utility for cell-based therapies if the same type of iPSCs cannot be established because of the unavailability of healthy tissue from the same patient. In such cases, fibroblasts from the skin are the easiest source of iPSCs. Because this fibroblast gene signature is acquired during differentiation, we investigated whether it could be erased under certain conditions. First, we mixed the D-TF-iPSCs (LacZ+) and D-ME-iPSCs or freshly isolated ME cells at a 1 : 1 ratio and implanted them into the cleared fat pads of the mammary glands of nude mice. D-TF-iPSCs cells could form mammary glands indistinguishable from those formed by D-ME-iPSCs and ME cells (Figure 5a and b). These data suggested that the D-ME-iPSCs and ME cells might secrete some factors that act in a paracrine manner to enhance the mammary-specific differentiation of D-TF-iPSCs. To examine this further, we seeded ME-iPSCs and TF-iPSCs in the same well (coculture) but separated by a 0.45 *μ*m filter, and allowed the cocultured cells to differentiate in culture for 6 days. The cocultured D-TF-iPSCs cells adapted chromatin modifications similar to those of D-ME-iPSCs (Figure 5c). These data suggest that the D-ME-iPSCs may have produced factor(s) that acted in a paracrine manner to stimulate the mammary differentiation of D-TF-iPSCs cells.

### Enhancing mammary gland formation by pregnancy and pregnancy-associated hormones

The mammary gland undergoes distinct morphological changes during the mammary cycle of development comprising puberty, pregnancy, lactation, and involution.^21, 31^ During pregnancy, ME cells proliferate quickly and mammary ducts sprout into smaller clusters of branches that undergo further alveolar growth and branching morphogenesis, leading to the formation of a complex lobular structure. Next, we mated the recipient nude mice 30 days after transplantation of D-TF-iPSCs and investigated whether pregnancy could affect mammary gland formation. The recipient pregnant nude mice (*n*=12) formed morphologically normal mammary glands that were similar to those found at the same stages in the endogenous mammary glands during pregnancy (Figures 6a, d, and e). Pregnancy also induced open chromatin epigenetic modifications (Figure 6b) and signature gene expression (Figure 6c) in favor of mammary gland formation. This finding suggested that the differentiation of TF-iPSCs was accompanied by profound changes in gene expression and epigenetic modification reflective of their origin, and that these changes were erasable under optimized conditions that induced mammary gland formation.

Estrogen and progesterone are two major pregnancy-associated hormones.^32^ We tested their effects on the mammary gland-forming ability of D-TF-iPSCs. Although treatment with estrogen or progesterone alone had minor effects, the combination significantly increased mammary gland formation, although it did not reach the level achieved during pregnancy (Figure 6d). We also observed similar effects of estrogen, progesterone, or pregnancy on the development of mammary glands formed by D-ME-iPSCs (Figure 6f). These findings led us to postulate that pregnancy is a physiological process that involves the coordinated effects of many factors, not just estrogen and progesterone, which may account for why treatment with only estrogen and progesterone could only partially mimic the effect of the pregnancy.

## Discussion

iPSCs of different origins may maintain specific memories that facilitate the differentiation of the iPSCs back into the same cell types they were derived from.^9, 10, 11, 12, 13^ A comparison of human iPSCs and ESCs showed that, although initially distinguishable from each other, iPSCs gradually adopted a gene expression profile more similar to ESCs after extended culture.^33^ A comparison between iPSCs derived from mouse TF and B cells also showed that the gene expression signature reflecting the different origins of these cells was gradually silenced in later passages. These changes in the gene expression profile were accompanied by similar changes in the differentiation potential of these cells in the formation of embryoid bodies and blood lineage differentiation.^34^ However, a recent study of iPSCs derived from human neonatal foreskin keratinocytes revealed a gradual increase in blood-forming potential after extended culture, but found that erasure of epigenetic memory by passaging did not occur in all clones.^12^ This discrepancy is not understood completely. In this study, we focused on whether the memories contained within iPSCs of different origins could drive differential gene expression during differentiation and, if so, how the changes in gene expression might affect cell fate determination and whether the differentiation process could be redirected experimentally.

We first used DNA microarray analysis and found differences in gene expression and distinct epigenetic modifications between ME-iPSCs and TF-iPSCs during the differentiation process. The D-ME-iPSCs displayed a mammary signature involving 153 genes that are expressed in MaSCs or in mature luminal or luminal progenitor cells. Gene-targeting experiments revealed that loss of function of many of these genes impaired mammary gland development. For example, E74-like factor 5 (Ets domain transcription factor, or ELF5) is a transcription factor that is expressed in luminal progenitor cells, and the ELF5-null mammary epithelium fails to initiate alveolar development.^35, 36^ The *p63* gene is expressed in MaSCs, and p63-mutant mice fail to develop mammary glands.^37^ D-TF-iPSCs exhibited higher expression levels for 84 genes, many of which are commonly expressed in the stroma and/or fibroblasts. Because these cells were cultured under the typical conditions for mammary differentiation, the appearance of this fibroblast signature should be considered to be driven by the intrinsic abilities of these cells.

To evaluate the differentiation potential of the cells, we used the mammary fat pad implantation system. This unique system allows the monitoring of implanted mammary cells during their developmental progression leading to the formation of a fully functional mammary gland, including ductal elongation, terminal end bud formation, branching morphogenesis, and alveolar development.^21, 31^ Using this powerful system, we followed the stepwise differentiation of iPSCs and demonstrated that the development of mammary glands formed by TF-iPSCs was blocked at the late stages of branching morphogenesis and lobuloalveolar development. Using chromatin and RNA isolated directly from mammary glands formed in the recipient mice, we also found that the impaired mammary development was accompanied by the appearance of a fibroblast-specific signature in the TF-iPSCs (Figures 4c and d). Importantly, the differentiation potential of TF-iPSCs could be enhanced by factors produced by coculture with ME cells or ME-iPSCs. We observed further that pregnancy or estrogen/progesterone treatment also profoundly affected the fate of D-TF-iPSCs during mammary gland formation, which suggests that the production of some of these factors may be stimulated by these pregnancy-associated hormones. Previous studies have shown that the self-renewal and pluripotency of iPSCs can be affected by factors that may have a role in nutrition, metabolism, and chromatin modification.^38, 39, 40^ Our study demonstrates clearly that the differentiation progression of iPSCs is also plastic and can be changed by paracrine factors.

In summary, our study focused on gene expression and chromatin epigenetic modification during the differentiation process of iPSCs. We found that, under the same conditions, iPSCs of different origins exhibited distinct signature changes; that is, ME-iPSCs and TF-iPSCs activated a mammary-specific signature and fibroblast-specific signature during differentiation, respectively, which profoundly affected their fate. Remarkably, the fibroblast-specific signature of TF-iPSCs acquired during the differentiation was erasable, and cells adopted a mammary-specific signature favoring mammary gland formation under our experimental conditions (Supplementary Figure 7). The general impact and utility of these findings lie in the suggestion that the lineage-specific gene expression signature is reprogrammable in favor of a desired differentiation direction under certain conditions at specific developmental time points. These findings have therapeutic potential in cases where patients may lack access to precisely matched tissues or organs for personalized therapy, that is, iPSCs from different tissues may be used after proper differentiation and reprograming. The current study only tested the signature changes of TF-iPSCs in favor of mammary-specific differentiation. Future studies may be used to test whether the differentiation potential of iPSCs from multiple different tissue/organs could be redirected not only toward mammary-specific lineage, but also, more broadly, toward some other desired lineages based on our need for cell-based therapies.

## Materials and Methods

### Vectors and iPSC reprogramming

Four retroviral constructs carrying mouse cDNA for Oct4, Sox2, Klf4, and c-Myc (pMXs-Oct3/4, pMXs-Sox2, pMXs-Klf4, and pMXs-c-Myc; Addgene, Cambridge, MA, USA) were used to generate iPSCs as reported previously.^5^ The lentivirus vector PL-SIN-EOS-C(3+)-EGFP (Addgene) containing an enhanced green fluorescent protein (*EGFP*) reporter gene was used for positive iPSCs detection. pMXS-based reprogramming vectors together with murine leukemia virus Gag/Pol and vesicular stomatitis virus-derived G- protein (VSV-G)-expressing vector pCMV were transfected into 293T/17 cells (ATCC, Gaithersburg, MD, USA; cat. no. CRL-11268) using a standard polyethylenimine protocol. PL-SIN-EOS-C(3+)-EGFP lentiviruses were generated by transferring the vector together with pCMV dR8.2 dvpr, pCMV-VSV-G using the same protocol. The viral supernatant was harvested 48 h after transfection, concentrated by ultracentrifugation, and then stored at –80 °C. The virus titer was measured by real-time PCR with a titration kit (Clontech, Palo Alto, CA, USA; cat. no. 631453).

To reprogram iPSCs, adult mouse TFs were isolated from 2-month-old mice and cultured in dermal fibroblast growth medium (Zen-Bio, Inc., Research Triangle Park, NC, USA; cat. no. DF-1). ME cells were isolated from 2- and 6-month-old virgin female mice and were maintained in ME cell growth medium (Lonza, Visp, Switzerland; cat. no. CC-3051A) supplemented with 10% fetal bovine serum (FBS). One hundred thousand cells were seeded on 6 cm dishes with mitomycin-C-treated mouse embryonic fibroblast feeder. The next day, the cells were infected with four retroviruses and PL-SIN-EOS-C(3+)-EGFP lentivirus at a 1 : 1 : 1 : 1 : 1 ratio with 8 *μ*g/ml polybrene (Sigma, St. Louis, MO, USA; cat. no. 107689). Forty-eight hours later, the medium was changed to ESC medium containing 0.3 mg/ml G418. Fifteen days after infection, many GFP+ colonies were formed in the cells infected with the four factors, whereas no colony was detected in the control cells. The frequency of induction of GFP+ ESC-like colonies from TF cells was about 0.26% (i.e., 2.6 colonies from every 1000 cells infected). The frequencies of ESC-like colony formation were about 0.15% and 0.023% from infected ME cells isolated from 2- and 6-month-old mice, respectively, and no colony was formed in the control cells. Because the reprogramming of ME cells at these two time points was conducted independently at different times, the frequencies are not comparable. At least 20 well-separated colonies from each type of cells were picked up, frozen, and/or amplified for further analysis. All procedures involving DNA recombination work followed the National Institutes of Health (Bethesda, MD, USA) guidelines.

### FACS analysis

For FACS analysis, 1 × 10^6^ cells from each group were collected and washed with phosphate-buffered saline (PBS). Antibody staining was performed in PBS supplemented with 1% bovine serum albumin (BSA) and 2 *μ*M EDTA for 25 min at 4 °C. After staining, the cells were washed two times with PBS and resuspended in 500 *μ*l of PBS containing 1% BSA. Antibodies used in this study were anti-mouse CD24-phycoerythrin (PE) (BD Biosciences, Frankin Lakes, NJ, USA), anti-mouse CD49f-allophycocyanin (APC) (BioLegend Inc., San Diego, CA, USA), and anti-mouse CD61-Alexa Fluor 488 (BD Biosciences). Excess unbound antibodies were removed by washing two times with PBS, and the cells were suspended in PBS with 1% BSA and 1 mmol/l EDTA. Flow cytometry analysis and sorting were performed on a FACSCalibur flow cytometer (BD Biosciences). The staining profiles for isotype-specific antibodies, including CD24-PE (BD Biosciences), hamster IgG1-fluorescein isothiocyanate (FITC) (BD Biosciences), and rat IgG2*α*-APC (BioLegend), were used as the false-positive controls.

### RNA isolation and expression analysis

Total RNA was extracted from freshly isolated cells with TRIzol reagent according to the manufacturer's instructions (Life Technologies, Carlsbad, CA, USA; cat. no. 15596026). Reverse transcription to cDNA was initiated with 1 *μ*g of each RNA sample using a QuantiTect Rev Transcription Kit (Qiagen Inc., Hilden, Germany; cat. no. 205313) following the manufacturer's instructions. PCR was run in a 25 *μ*l reaction volume containing cDNA prepared as described above for 28 (*β-actin*), 32 (*CK14*), 27 (*Col5a2 and Postn*), or 35 (other genes) cycles of 15 s at 94 °C, 15 s at 58 °C, and 60 s at 72 °C. The primer pairs for amplifying endogenous Nanog, Sox2, Oct4, Klf4, c-Myc, Fgf4, Dax1, Rex1, and Cripto were as published previously.^5^ The PCR products were separated on 1.0% agarose gels and documented with a bioimaging system (Syngene, Cambridge, UK). The primer pairs for *CK5*, *CK14*, *Col5a2*, and *Postn* are shown below.

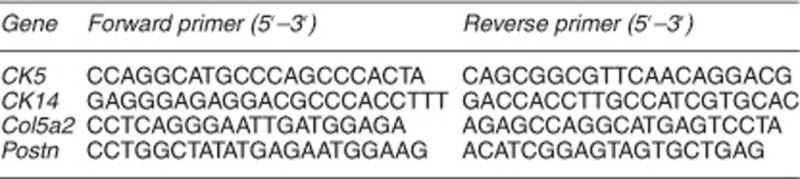

An Affymetrix oligoarray (Affymetrix Inc., Santa Clara, CA, USA; cat. no. 901169) was used for microarray analysis. Bioinformatic analysis was performed using the Partek Genomics Suite software (Partek Inc., St. Louis, MO, USA) and gene ontology was performed using the GeneGo software (ArrayTrack, National Toxicological Research, Jefferson, AR, USA). The microarray data have been deposited and can be reviewed by using the following link: http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?token=tfyvxmkekuwiixw&acc=GSE38471.

### *In vitro* differentiation of iPSCs into ME cells

Differentiation of iPSCs into ME cells *in vitro* was performed following a two-step differentiation protocol over 9 days. The first step was a 3-day differentiation that was a modification of a previously published protocol.^41^ Briefly, 12-well plates were precoated with 550 *μ*l per well of growth factor-reduced Matrigel (BD Biosciences; cat. no. 354230), and 1 × 10^5^ iPSCs were seeded into each well with ME growth medium (MEGM; Zen-Bio Inc.; cat. no. MEG-1) containing 2% FBS and 2% Matrigel. The medium was changed every day. In the second step, the cells were collected with cell recovery solution (BD Biosciences; cat. no. 354253) and reseeded into six-well plates with MEGM containing 1% FBS and 1% Matrigel. The medium was changed every day. The cells were harvested on day 6 for further immunofluorescence staining or FACS analysis. The use of 1% Matrigel in the second step is not essential after day 1 and can then be removed thereafter. For coculture experiments, the differentiation of ME-iPSCs (1 × 10^5^) and TF-iPSCs (1 × 10^5^) was initiated as described in the first step. In the second step of differentiation, these cells were reseeded in the same wells of 24-well dishes or 6-well dishes at 1 : 1 ratio, but separated from the cocultured cells by a 0.45 *μ*m filter, and harvested 6 days later.

### *In vivo* mammary gland formation

Three-week-old virgin nude mice (Jackson Laboratory, Bar Harbor, ME, USA) underwent surgery to remove the fourth inguinal mammary gland outgrowths between the nipple and lymph node. For mammary fat pad implantation, the epithelial-like cells differentiated from different iPSCs were trypsinized, washed two times with PBS, and then resuspended at a concentration of 2 × 10^5^ or 2 × 10^6^ cells in 35 *μ*l of PBS, after which 10 *μ*l of Matrigel and 5 *μ*l of Trypan blue were added. Five microliters of the cell suspension from each treatment group was injected into a precleared mammary fat pad. Six to eight weeks after injection, the outgrowths were harvested and processed for whole-mount imaging. All animals were handled and housed in accordance with the guidelines of the National Institutes of Health (USA) Animal Care and Use Committee.

17*β*-Estradiol pellets (240 *μ*g per pellet, 30-day release), progesterone pellets (125 *μ*g per pellet, 30-day release), 17*β*-estradiol/progesterone pellets (365 *μ*g per pellet, 30-day release), or placebo pellets (Innovative Research of America, Sarasota, FL, USA) were implanted subcutaneously into the napes of nude mice (*n*=9 for each group) that had received cell transplantation 30 days previously. Mice were killed 45–60 days after pellet implantation.

### RT-PCR validation of the microarray data

To verify the accuracy of the microarray analysis results, quantitative real-time PCR (qPCR) was performed using the Applied Biosystems (Foster City, CA, USA) Real-Time PCR System to examine the expression levels of several randomly selected genes from the 237 gene list generated from the bioinformatic analysis of the microarray data of mammary gland cells of different origins. The reaction mixture contained 12.5 *μ*l 2 × SYBR Green, 10.5 *μ*l PCR-qualified H_2_O, 0.5 *μ*l forward primer, 0.5 *μ*l reverse primer, and 1 *μ*l of DNA from the 30 *μ*l diluted stock solution prepared above. Each sample was analyzed in triplicate in a 96-well PCR plate. The data were analyzed initially using SPSS 13.0 software (SPSS Company, Chicago, IL, USA) included with the PCR machine. The results were analyzed statistically and graphed using Prism 5 (GraphPad Inc., La Jolla, CA, USA). The primers used for real-time reverse transcription PCR (RT-PCR) are shown below.

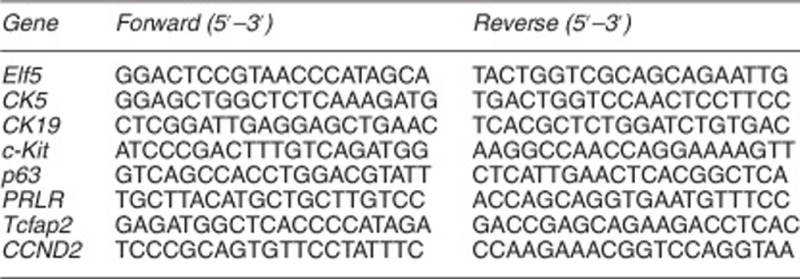

### ChIP analysis

For the ChIP analysis, the cells were trypsinized with 0.25% trypsin, washed two times, and resuspended in PBS with 0.05% formaldehyde for 10 min at room temperature on a rotating platform. The crosslinking reaction was stopped by adding 57 *μ*l of 1.25 M glycine to the sample, which was then incubated for 5 min at room temperature on a rotating platform. The cells were centrifuged and washed with PBS containing 1 mM phenylmethylsulfonyl fluoride (PMSF) and 0.1% (1/1000) protease inhibitor cocktail for mammalian extracts (Sigma; cat. no. P8340). The cells were centrifuged briefly and resuspended in 100 *μ*l of buffer B (Diagenode LowCell ChIP Kit, Diagenode, Liego, Belgium) containing 1 mM PMSF and 0.1% protease inhibitor cocktail, incubated for 10 min on ice, and then sonicated (S-4000 sonicator; Misonix Inc., Farmingdale, NY, USA) at an amplitude of 99, pulse on 30 s, and pulse off 30 s for 15–25 min. The magnetic immunoprecipitation procedure followed the Diagenode LowCell ChIP Kit protocol (Diagenode; cat. no. Kch-mglow-G48). Input DNA purification was processed with a PCR Purification Kit (Qiagen; cat. no. 28106). The primers used for the ChIP PCR are listed below.

**Primer sequences used for ChIP analysis**

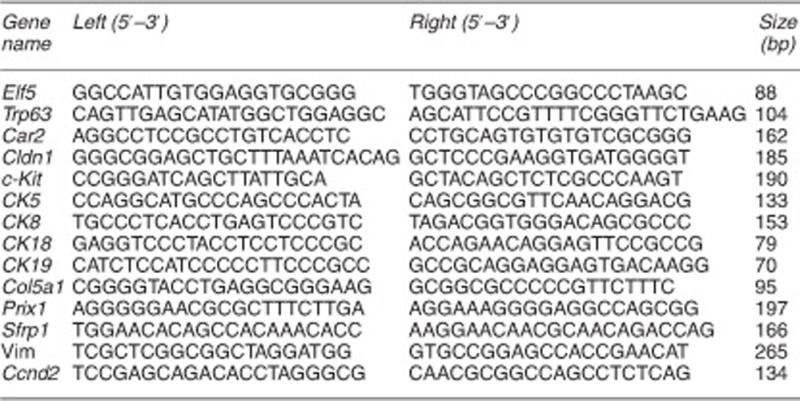

### Methylation-specific qPCR and bisulfate sequencing PCR

Genomic DNA was harvested with protein K buffer (10 mM Tris-HCl at pH 8.0, 100 mM NaCl, 50 mM EDTA, 0.5% SDS, 2 mg/ml protein K), digested with *Eco*R1, and purified by phenol–chloroform extraction (Invitrogen; cat. no. 15513-039). Three micrograms of DNA from each sample was subjected to the bisulfite reaction according to the protocol of the EpiTect Plus DNA Bisulfite Kit (Qiagen; cat. no. 59124). Fifty nanograms of bisulfate-treated DNA from each cell line was applied to the qPCR or bisulfite sequencing PCR assay. A premixed methylated DNA calibration standard (EpigenDx, Hopkinton, MA, USA; cat. no. 80-8060M-PreMix) was used to measure the methylation intensity of the samples analyzed by qPCR. After the bisulfite sequencing PCR reaction, the PCR products were cloned with a TOPO TA Cloning Kit (Invitrogen; cat. no. 45-0030) for sequencing, and the sequences were analyzed using the BiQ DNA methylation analysis platform at http://biq-analyzer.bioinf.mpi-inf.mpg.de/example.php.

**Primer sequences used for methylation-specific real-time PCR**

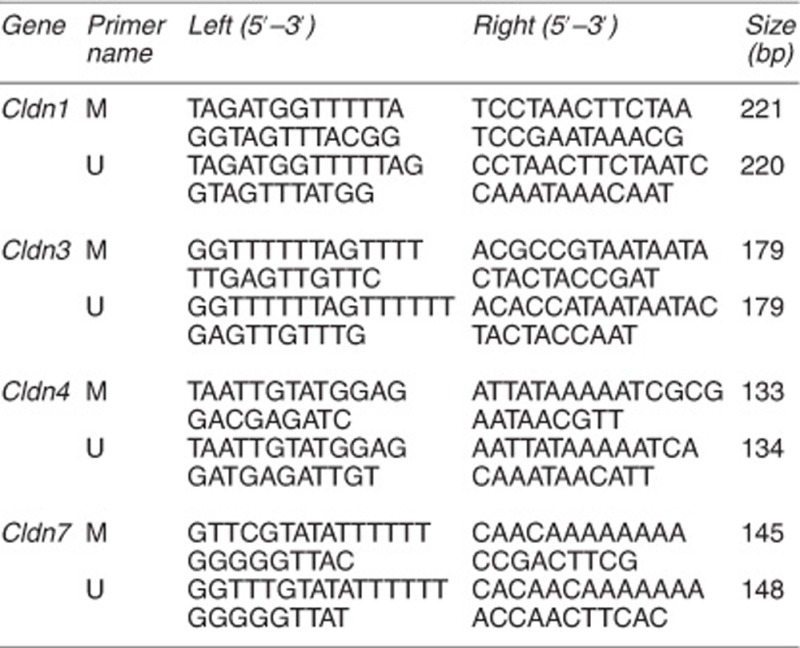

**Primers used for bisulfite sequencing**

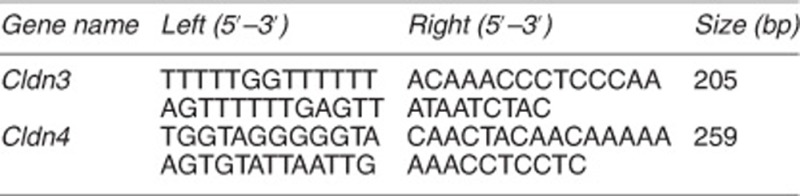

### Statistical analysis

The data were analyzed using SPSS 13.0. The results are presented as means±S.E.M. The significant differences between two groups were determined using Student's *t*-test. *P*<0.05 was considered significant.

## Figures and Tables

**Figure 1:**
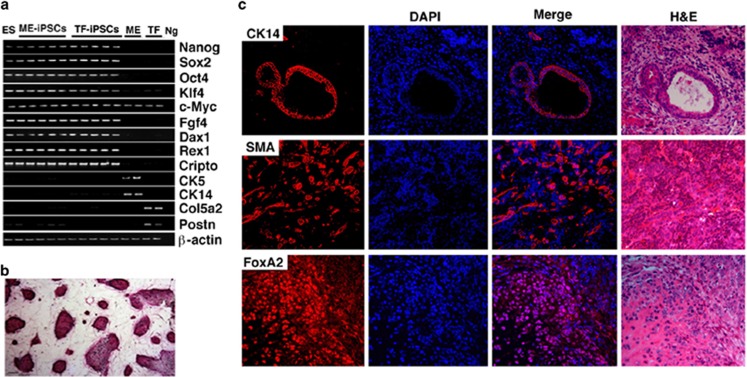
Comparison of growth and differentiation between TF-iPSCs and ME-iPSCs in culture. (**a**) RT-PCR analysis of gene expression. Five of each independently generated TF-iPSC and ME-iPSC clone at low passages (P7–8) were examined for the expression of ESC markers. ESCs were used as a positive control. Parental ME cells express the epithelial markers CK5 and CK14, and parental TF cells express the fibroblast markers Col5a2 and Postn. (**b**) Alkaline phosphatase activity was detected in all four iPSC clones, and ESCs was detected by alkaline phosphatase staining. (**c**) Identification of the cell lineage of three primary germ cell layers in teratomas formed by iPSCs injected into nude mice, as revealed by staining for CK14 (an ectoderm marker), SMA (a mesoderm marker), and FoxA2 (an endoderm marker). Teratomas formed by ME-iPSCs, TF-iPSCs, and ESCs show similar histopathological features, although only those formed by ME-iPSCs are shown

**Figure 2:**
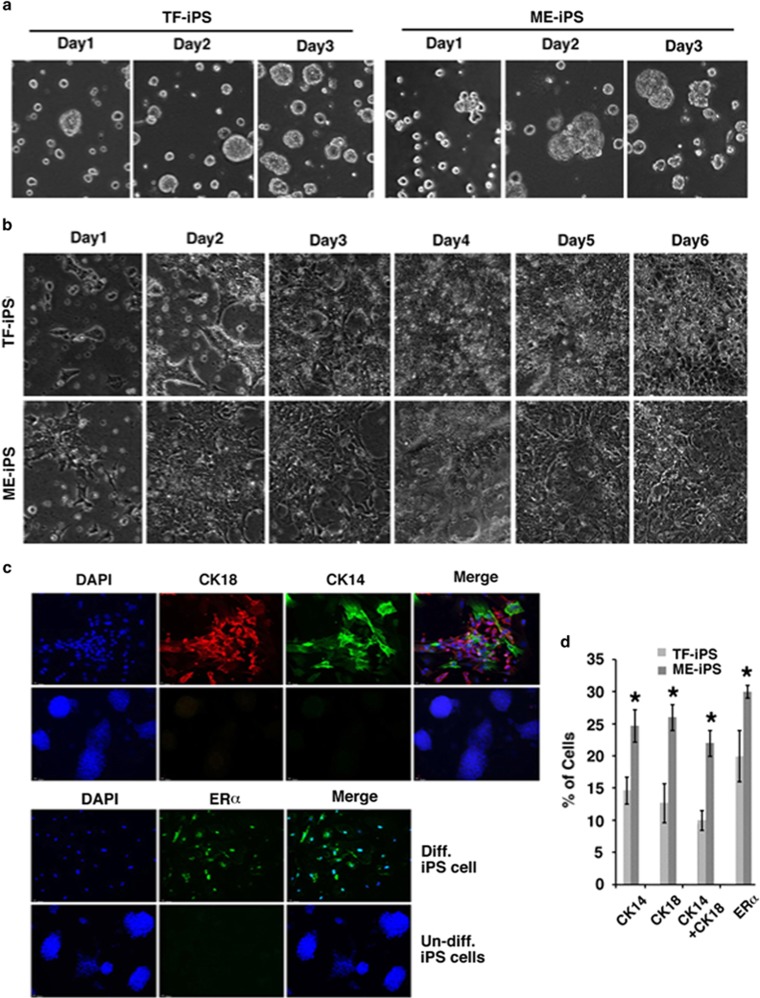
*In vitro* differentiation leading to the formation of ME cells during the two-step differentiation protocol. (**a** and **b**) Morphology of ME-iPSCs and TF-iPSCs during the first step of the 3-day differentiation (**a**) and the second step of the 6-day differentiation (**b**) for ME cell formation. (**c**) Expression of ME cell markers detected by immunofluorescence staining. (**d**) Percentage of cells expressing these markers based on DAPI (4',6-diamidino-2-phenylindole) staining. *P<0.05 by Student's *t*-test. More than five pairs of independently derived ME-iPSCs and TF-iPSCs were analyzed and similar results were obtained

**Figure 3:**
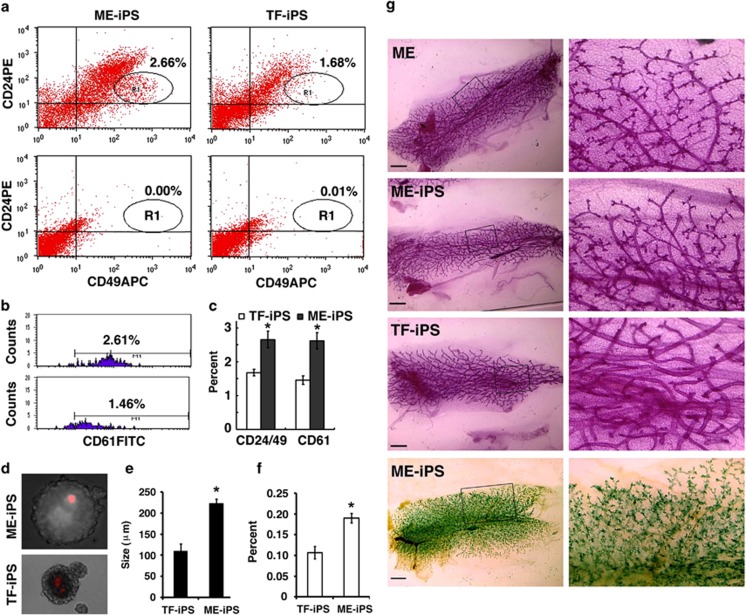
Analysis of mammary precursor cells and mammary gland formation. (**a**–**c**) FACS analysis using CD24-PE, CD49-APC, and CD61-FITC together. The percentages of CD24^Med^CD49^High^ cells in region 1 (R1) (**a** and **c**) and CD24^Med^CD49^High^CD61^+^ cells (**b**) are shown. Isotype controls for CD24^Med^CD49^High^ cells are shown in the lower part of panel a. *P<0.05. The profiles from one pair of iPSCs are shown in panels a and b, and the percentages are from the average of five pairs of iPSCs that differed significantly, as indicated in panel c. (**d–f**) Morphology (**d**), size (**e**), and percentage (**f**) of mammospheres of iPSCs *in vitro*. *P<0.05. (**g**) Morphological features of the mammary glands produced in fat pads of nude mice. The boxed areas are enlarged (right). The gland stained by X-gal was formed by the injection of D-ME-iPSCs (derived from Rasa-26 mice). The formation of mammary glands by the injection of D-TF-iPSCs cells was also confirmed using X-gal staining (data not shown). The cleared portion of each mammary fat pad, which contains a lymph node, was stained for whole-mount imaging to confirm that the surgery was successful. The recipient mice were killed 6–8 weeks after implantation, and no tumors were observed in any recipient (*n*>60). Bars, 1 mm. More than five pairs of independently derived ME-iPSCs and TF-iPSCs were analyzed and similar results were obtained

**Figure 4:**
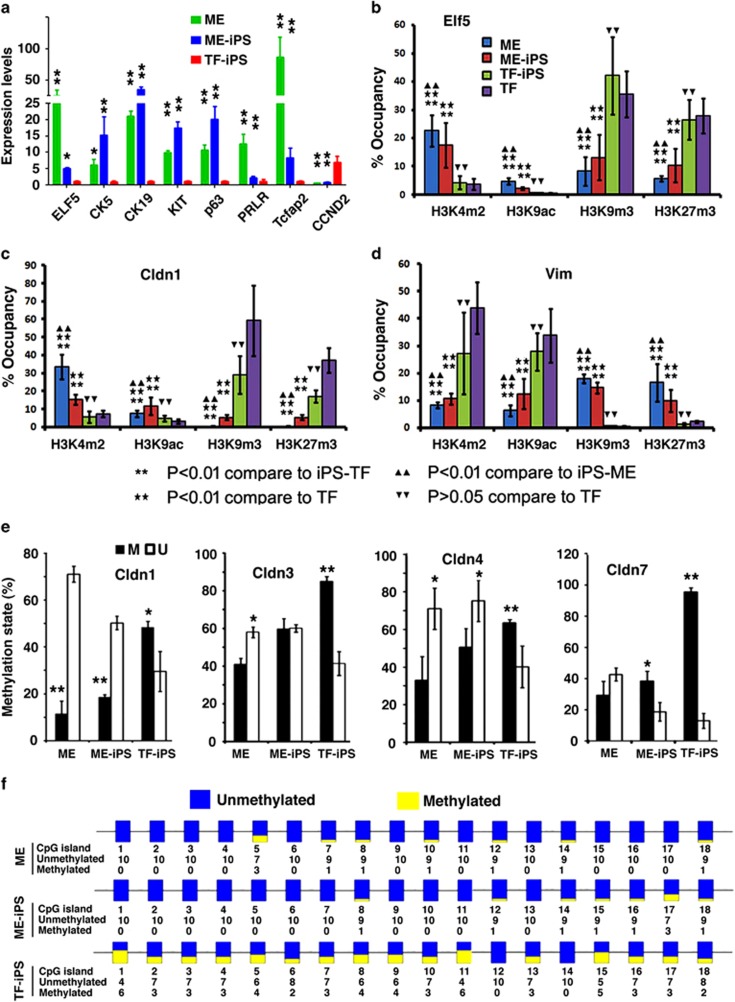
Analysis of gene expression and epigenetic modification of iPSCs. (**a**) Validation of the differential expression of selected genes by qRT-PCR. Relative levels in D-ME-iPSCs and ME cells were compared with the level in D-TF-iPSCs, which was set at 1. (**b**–**d**) Epigenetic modification in the promoter of Elf5, Cldn1, and vimentin in ME cells, D-ME-iPSCs, D-TF-iPSCs, and TFs revealed by ChIP analysis using the antibodies indicated. The *P*-values are as indicated. (**e**) qPCR analysis of the methylation status of *Cldn1*, *3*, *4*, and *7* using specific primers for methylated (M) and unmethylated (U) DNA in ME cells, D-ME-iPSCs, and D-TF-iPSCs. (**f**) Bisulfite sequencing of *Cldn3*. *P<0.05 and **P<0.01. More than five pairs of independently derived ME-iPSCs and TF-iPSCs were used for qRT-PCR and ChIP analysis, and three pairs of TF-iPSCs were used for bisulfite sequencing

**Figure 5:**
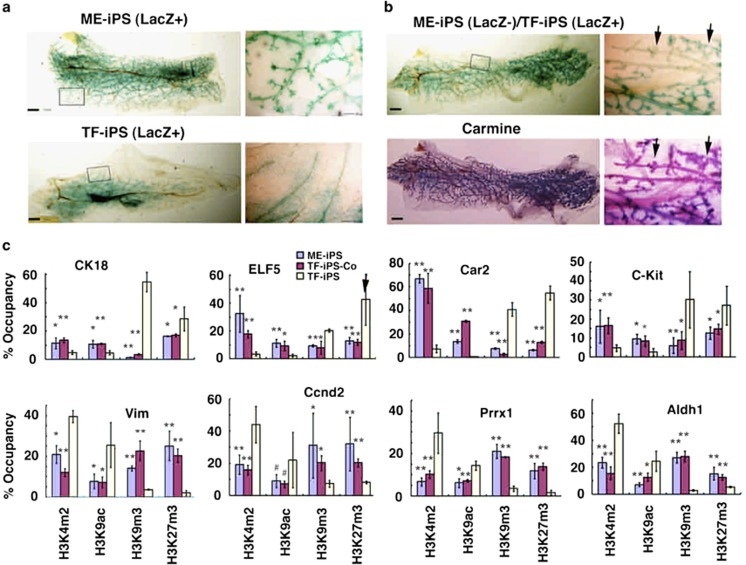
Analysis of mammary gland formation, epigenetic modification, and gene expression. (**a**) Morphological features of mammary glands produced in fat pads with LacZ+ D-ME-iPSCs (upper) and D-TF-iPSCs (lower). The boxed areas are enlarged (right). Bars, 1 mm. (**b**) Morphology of mammary glands produced in fat pads with mixed LacZ– D-ME-iPSCs and LacZ+ D-TF-iPSCs. The gland was first stained with X-gal (upper) followed by carmine (lower). Arrows point to LacZ- areas, which were positively stained by carmine. (**c**) ChIP analysis of epigenetic modifications of chromatin isolated from D-ME-iPSCs, D-TF-iPSCs, and D-TF-iPSCs-Co (cocultured with D-ME-iPSCs at a 1 : 1 ratio). At least five glands generated by the injection of each type of cells were analyzed. The genes analyzed are as indicated. *P≤0.05 and **P≤0.01

**Figure 6:**
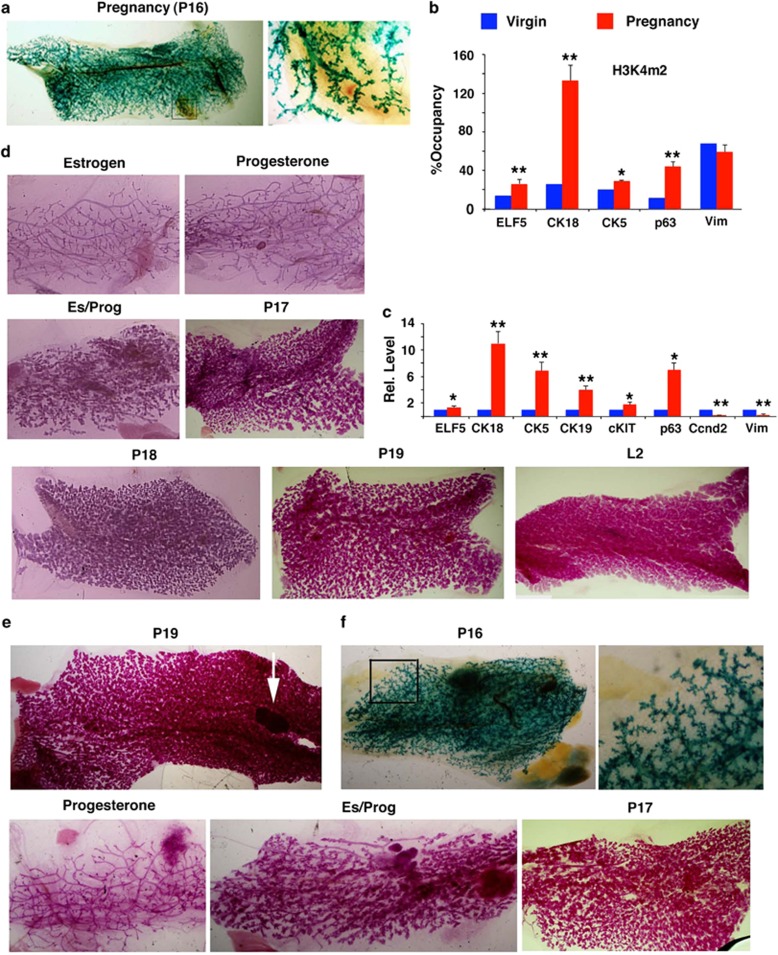
Mammary gland formation under the influence of pregnancy and pregnancy-related hormones. (**a**) Whole-mount view of a pregnant day (P) 16 mammary gland produced by D-TF-iPSCs in the fat pads of a female nude mouse revealed by X-gal staining. The boxed area is enlarged (right). (**b** and **c**) Chromatin modification changes revealed by an antibody to H3K4M2 (**b**) and relative gene expression revealed by real-time RT-PCR (**c**) in mammary glands formed by D-TF-iPSCs with or without pregnancy. The genes analyzed are as indicated. *P≤0.05 and **P≤0.01. (**d**) Morphology of mammary glands formed by D-TF-iPSCs in nude mice that were treated with estrogen, progesterone, or estrogen/progesterone (*n*=9 for each group), during pregnancy (P17–19) or 2 days after parturition (L2). (**e**) Whole-mount view of an endogenous mammary gland isolated from a female mouse at P19. The arrow indicates the lymph node. (**f**) Whole-mount views of mammary glands formed by D-ME-iPSCs in nude mice that were treated with progesterone or estrogen/progesterone or experienced pregnancy as indicated (*n*=6 for each group)

## Abbreviations

iPSCs: induced pluripotent stem cells
ESCs: embryonic stem cells
ME: mammary epithelial
TFs: tail-tip fibroblasts
ME-iPSCs: mammary epithelial cells
TF-iPSCs: mouse-tail fibroblasts
CK14: cytokeratin-14
CK18: cytokeratin-18
FACS: fluorescence-activated cell sorting
ChIP: chromatin immunoprecipitation
H3K4m2: histone H3K4 methylation
H3K9ac: H3K9 acetylation
H3K9me3: H3K9 methylation
H3K27me3: H3K27 methylation
EGFP: enhanced green fluorescent protein
FBS: fetal bovine serum

# Supplementary material for: Enhancing mammary differentiation by overcoming lineage-specific epigenetic modification and signature gene expression of fibroblast-derived iPSCs
**Source:** Cell Death Dis. 2014 Dec 4;5(12):e1550–. doi: 10.1038/cddis.2014.499
**Supplement:** Supplementary Table 1

Supplementary Table 1. List of 237 genes that are differentially expressed.

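The table's folds were set beside those of the arrays. For Esrp1 the signed fold was 8.87 in ME and 8.28 in D-ME-iPSC, for Ltf 6.48 and 11.4, for Cd24a 5.74 and 5.85 and for Sfrp1 -8.05 and -7.73, the minus sign marking a lower value than in D-TF-iPSC. Of the 237 genes, 232 were found by symbol, all 232 had the table's sign in both comparisons, 221 lay within 1.1 times the table's fold in each comparison, and 218 did in both. Across these genes, which are not independent of each other, Pearson's r of the log2 folds with the table was 0.9984 for ME and 0.9981 for D-ME-iPSC. The genes were chosen by the study on the same arrays, and the table gives no error or p, so the match is not independent evidence. The ME folds here count the array labelled ME replicate 1 as ME, and the table's ME folds appear to do so too. For Csn2 in ME the table gives 32.2, and all 9 arrays gave 32.2, a log2 fold of 5.01. Without that array its log2 fold was 6.28.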

# Supplementary material for: Enhancing mammary differentiation by overcoming lineage-specific epigenetic modification and signature gene expression of fibroblast-derived iPSCs
**Source:** Cell Death Dis. 2014 Dec 4;5(12):e1550–. doi: 10.1038/cddis.2014.499

Supplementary Fig. 1

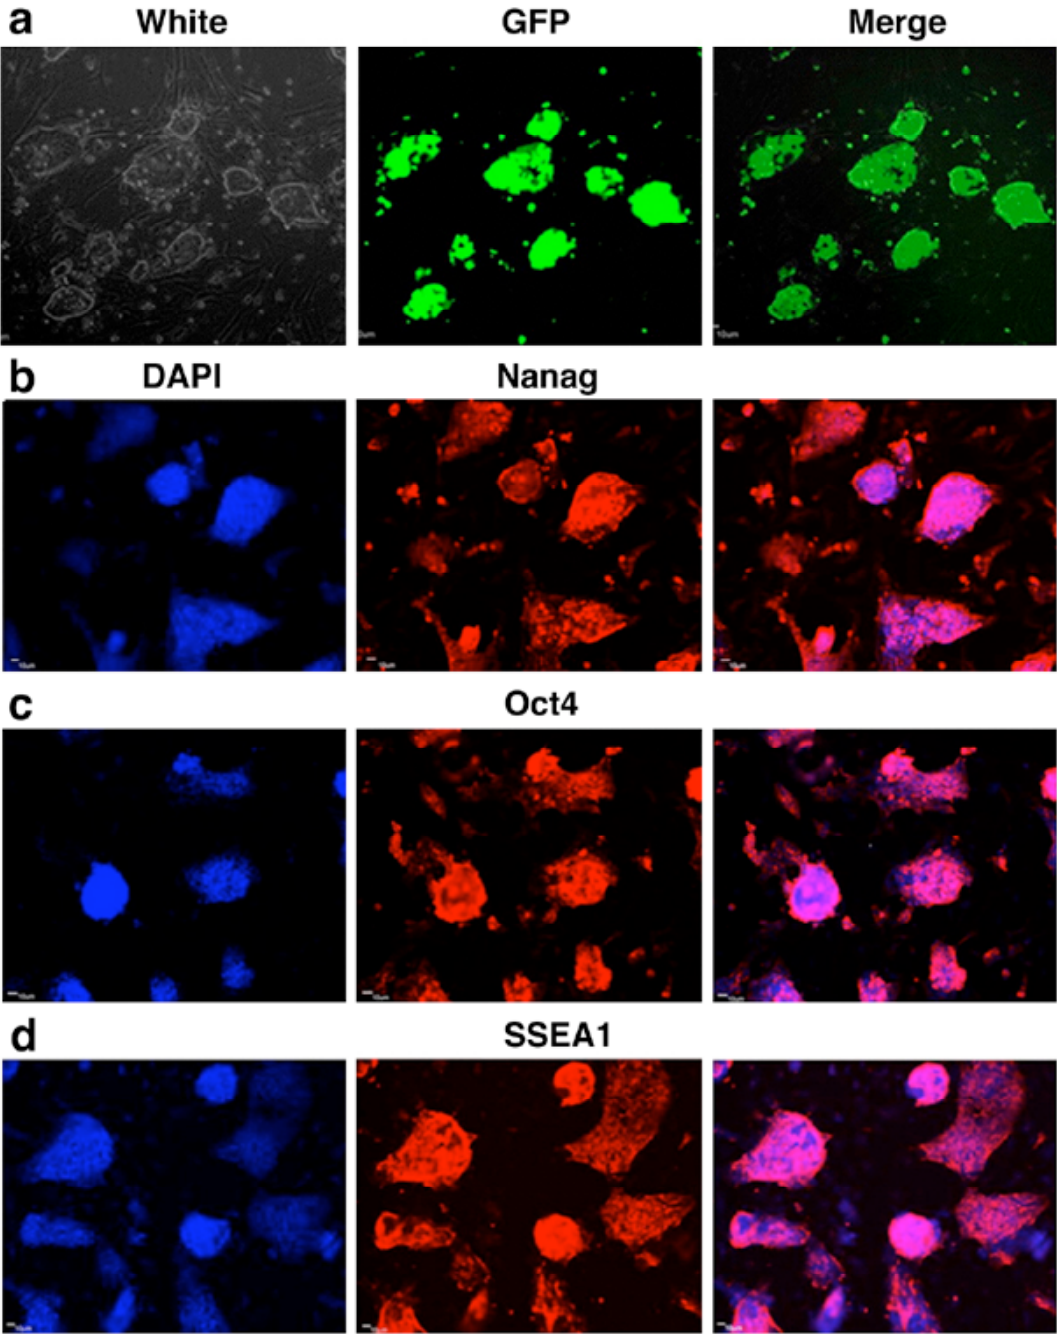

**a** Transgene expression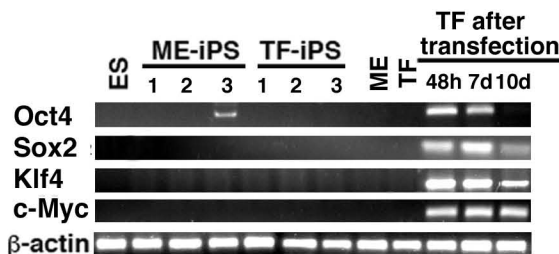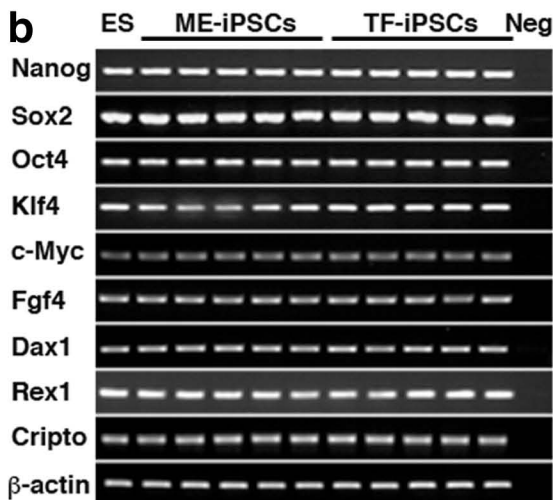**c** ME-iPS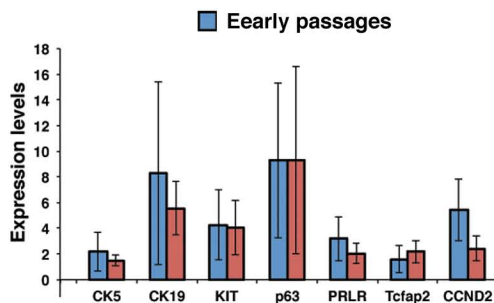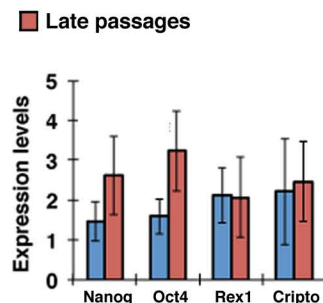**d** TF-iPS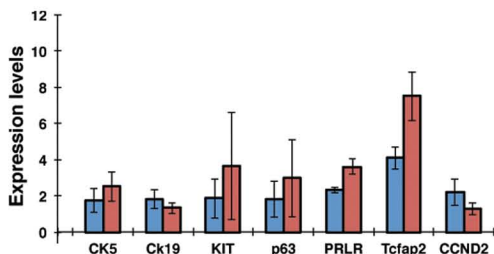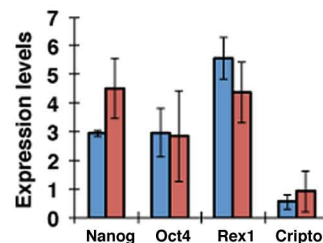

Supplementary Fig. 3

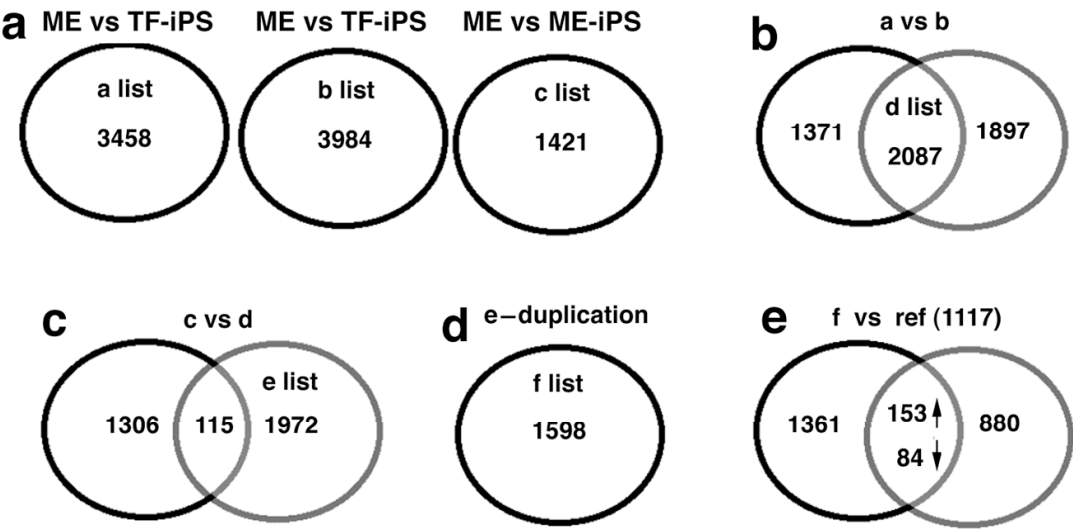

Supplementary Fig. 4

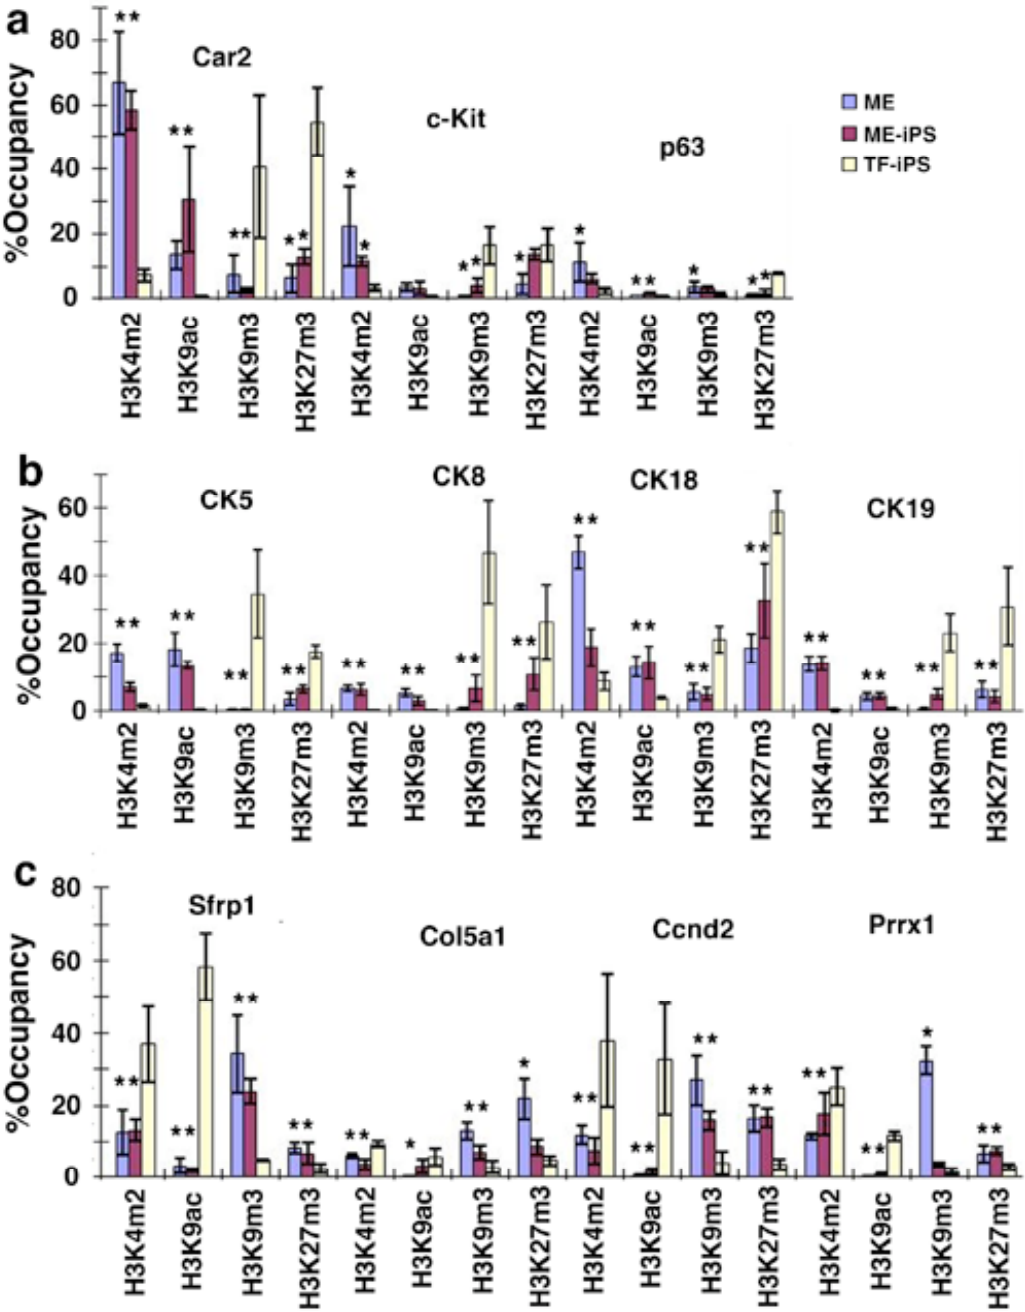

Supplementary Fig. 5

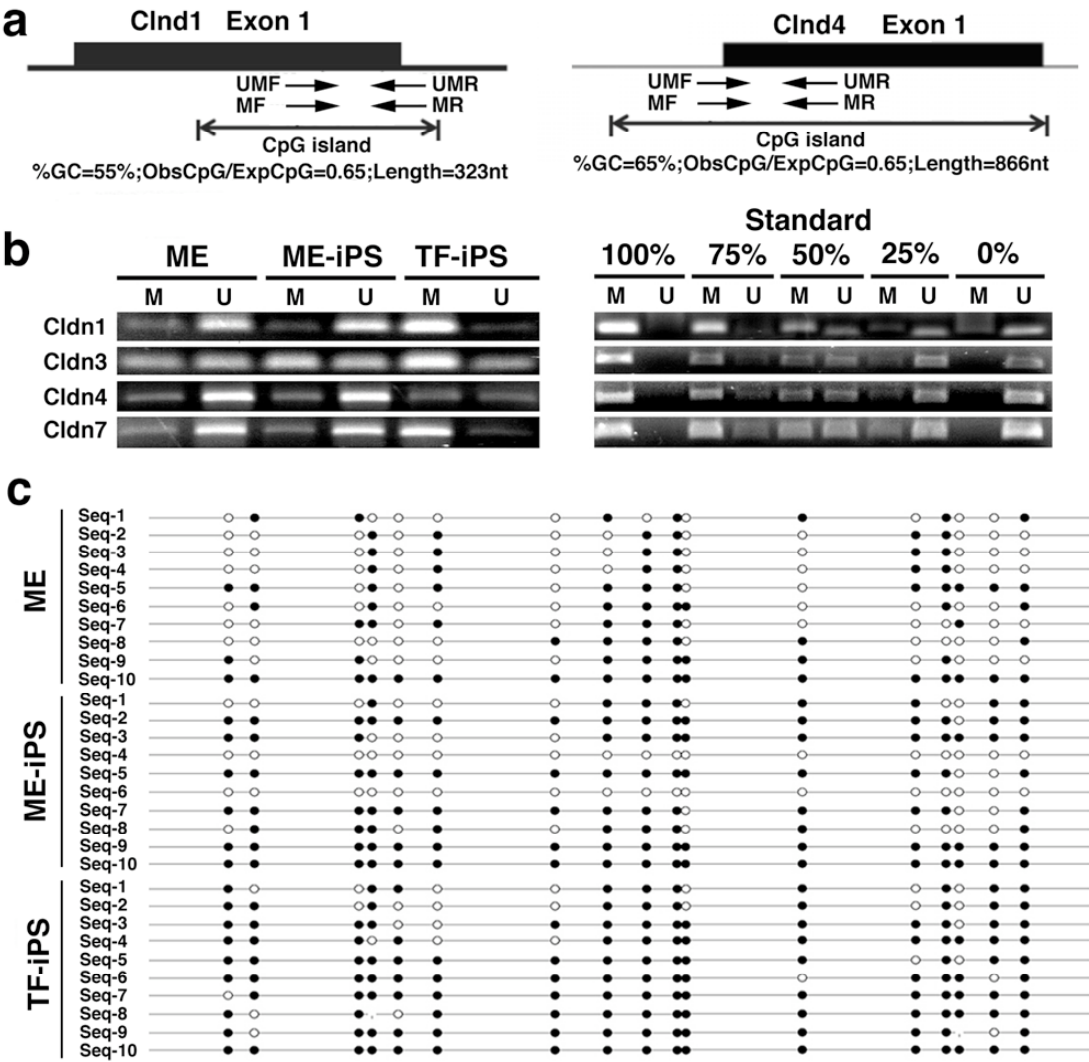

Supplementary Fig. 6

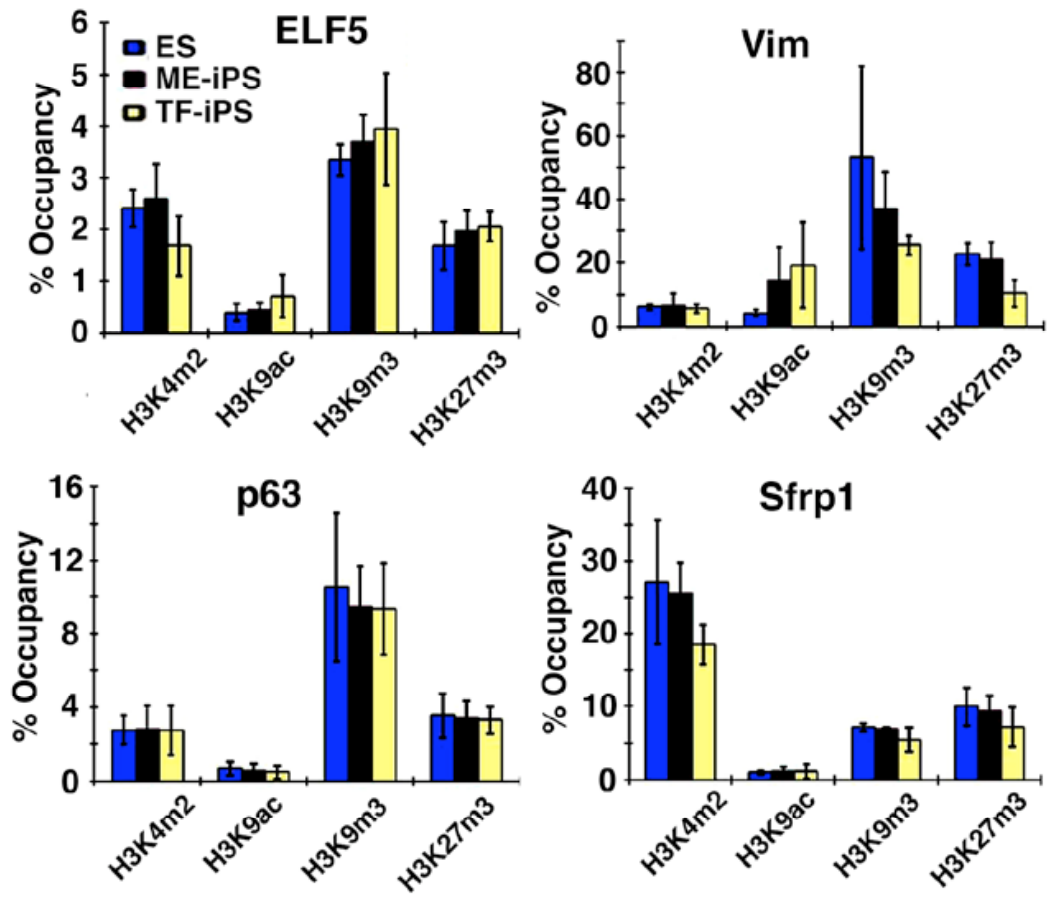

Supplementary Fig. 7

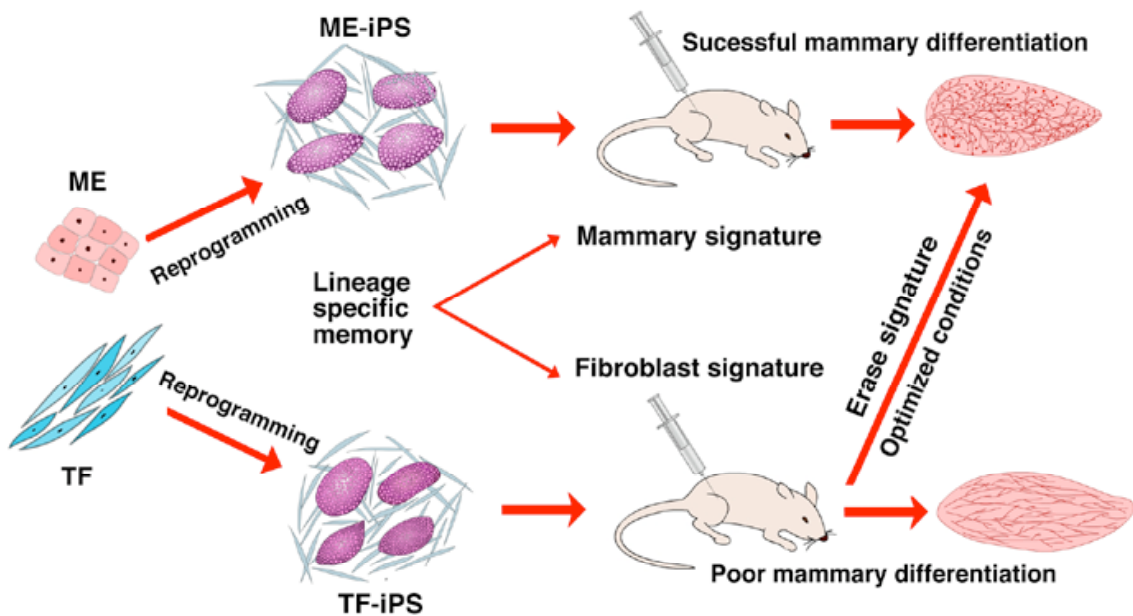

**Supplement:** Supplementary Figures

How the deposited data were processed for this re-analysis (not part of the article)

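RNA of 3 groups was measured with 3 arrays each: ME (freshly isolated control ME cells), D-ME-iPSC and D-TF-iPSC (ME-derived and tail-tip-fibroblast-derived iPSCs after the 2-step protocol of 3 and 6 days). The array is an Affymetrix mouse gene array read out per exon-level probe set, from total RNA with a biotin label. The authors' file gives log2 values, background corrected, normalized and summarised with RMA and Partek; the versions and settings, and the level at which RMA was run, are not given in the sources used here. Raw images and intensities are not used here. The groups were taken from the labels of the arrays, and no array was left out or moved to another group.

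Of 241576 probe sets, 212097 carry exactly 1 gene symbol and were used; 4475 with several symbols and 25004 without a symbol were left out. A gene is the mean of the log2 values of its probe sets (20416 genes, of which 17621 carry a symbol in current use; median 8 probe sets per gene), with no filter on dim genes. Values ranged from 2.56 to 14.4, array medians from 7.45 to 7.61. Limma 3.58.1 (R 4.3.3, data.table 1.17.8) was fitted with 1 mean per group to all 9 arrays, and the contrasts ME against D-TF-iPSC, D-ME-iPSC against D-TF-iPSC and ME against D-ME-iPSC were tested with moderated statistics; a gene was called at a Benjamini-Hochberg adjusted p under 0.05 over all genes. SDs are over the 3 arrays of a group, and for squared distances over pairs of arrays. The serial lists also ask for a fold of at least 1.5, since the paper, whose methods name Student's test with p under 0.05 for 2 groups, states no smallest fold for them and 1.5 is the smallest fold in its table.

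The test was checked on simulated data: with the pooled spread of the 9 arrays, changes of log2 0.5, 1 and 2 between D-ME-iPSC and D-TF-iPSC were recovered in 29%, 78% and 95.4% of 200 changed genes, with 5.2% false calls; with the spread of those 2 groups alone, in 79.1%, 97% and 99.8%, with 5.71% false calls. Each simulation gave all 9 arrays the same spread per gene and changed fewer genes than were called in the data, so neither setting matches the data. The number of arrays and the spread of the ME arrays limit the precision.

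For 27 gene lists fixed before the data were examined, members called higher and lower were counted, adjusted over all genes and over the list alone, and each list was tested with camera (preset correlation of 0.01 and estimated correlation) and fry, adjusted over lists. The lists are the claudins the paper names and other claudins, the ChIP genes given as high and as low, the qRT-PCR genes, basal and myoepithelial, luminal progenitor, mature luminal, milk protein and secretion, epithelial junction and identity, collagen and extracellular matrix, fibroblast and mesenchymal identity, posterior and anterior Hox, pluripotency, endoderm and yolk sac, muscle, neural, endothelial, immune, adipocyte, epidermal keratinocyte, cell division, immediate early and dissociation stress, interferon response, imprinted, and a list of sex-linked genes for a check of labels. Meg3, Mest and Ndn had been seen in Supplementary Table 1 before the imprinted list was written. Other lists also hold genes of that table, among them the mammary lineage, milk, junction, matrix and fibroblast lists. The study chose the table on the same arrays, so results of these lists are not independent of it. Genes named are those the paper names in its text and figures, the 10 called genes with the largest fold each way whose 3 arrays lie apart from the other group's, the 2 called list members with the largest fold each way, and the collagens, vimentin, Fbln1 and Prrx1; the values in Supplementary Table 1 had been seen when this rule was written. Any other gene named was chosen after its values were seen.

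Alternatives set before the data were examined were quantile normalization, median centring, only genes above the median level, the median of the probe sets, the brightest probe set, limma with a trend and robust spread, only the 6 arrays compared, the methods' Student's test unadjusted and adjusted, an unadjusted limma p under 0.05, a fold of at least 2, an adjusted p under 0.01, the replicate number as a replicate block (2803 and 2252 genes differed from D-TF-iPSC in ME and D-ME-iPSC), array weights, and leaving out each array in turn. Another background correction was not run, since the values are already corrected. The 2 comparisons against D-TF-iPSC share its arrays, so the correlation of their folds was set beside 20 simulations of unchanged groups. The published lineage gene sets, chromatin marks, promoter methylation and qRT-PCR values are not analysed here.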

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

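The tests of the pattern weighed here were chosen after the result was seen. Each result below is the median log2 fold, D-ME-iPSC against D-TF-iPSC, of a gene list outside the genes the paper discusses.

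The immune list had a median of -0.48 (-0.477), with 1 of 17 genes higher and 6 lower (1 and 8 when adjusted over the list alone; adjusted p = 0.23 with an estimated correlation); without the array labelled ME replicate 1, 10 were lower, and without any single D-ME-iPSC or D-TF-iPSC array 0 were higher. Lyz2, the lysozyme of macrophages and neutrophils, fell from 11.85 ± 0.16 (SD, n = 3) in D-TF-iPSC to 8.77 ± 0.22 (n = 3) in D-ME-iPSC, and Tyrobp, an adaptor of myeloid receptors, was lower by log2 1.25, and with the brightest probe set by 0.26, which did not pass. Of 10 myeloid genes, 6 were lower past the test (median log2 fold -1.05), so macrophages in the D-TF-iPSC cultures and their absence cannot be told apart; Csf1r, a macrophage receptor chosen after its values were seen, had a log2 fold of 0.06. A lower share of epithelial cells in D-TF-iPSC would raise genes only of the other cell types in the cultures. The myeloid median lay 0.947 below the endothelial one (difference -0.947, permutation p = 0.00043). That p comes from shuffling genes between the lists as if independent, and does not measure the spread between arrays. Whether the cultures held endothelial cells is not known. The gap therefore cannot decide on a lower share, alone or together with more myeloid cells. By staining, the paper reports a lower percentage of cells with mammary epithelial markers in D-TF-iPSC than in D-ME-iPSC (Figure 2d), which is not analysed here.

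The keratinocyte list had a median of 0.80 (0.797), with 10 of 18 genes higher (11 over the list alone; adjusted p = 0.016 with an estimated correlation), led by Dsg3, a desmosomal cadherin (3.99), and Krt6a, a keratin of wounded epidermis (3.75), neither of which passed without any single D-ME-iPSC or D-TF-iPSC array (3.87 to 4.07 and 3.70 to 3.78), nor Dsg3 with the brightest probe set (4.85); without ME replicate 1, 12 were higher, and without any D-ME-iPSC array or D-TF-iPSC replicate 1 or 2, 6. Dsg3 and Krt6a passed with only the 6 arrays compared and by the methods' t-test, adjusted, which leave out the spread of the ME arrays. The immediate early genes had a median of 1.32, with 10 of 13 higher (11 over the list alone, adjusted p = 0.086 by camera with an estimated correlation), Fos by log2 2.28 (3.80 with the brightest probe set). The cell division list had a median of 0.66, with 2 of 19 higher (2; adjusted p = 0.46 with an estimated correlation), 15 higher without ME replicate 2, 11 without ME replicate 1 and 0 without any single D-ME-iPSC or D-TF-iPSC array.

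The posterior Hox genes had a median of -0.39 (-0.391), with 7 of 16 lower (9; adjusted p = 0.11 with an estimated correlation), Hoxb9 by a log2 fold of -1.57 (-2.17 with the brightest probe set). The anterior and central Hox genes had a median of -0.32 (-0.321), with 9 of 22 lower (11; adjusted p = 0.0082 with an estimated correlation), Hoxc6 by -1.93 (-1.22 with the median of the probe sets), and 4 lower without D-ME-iPSC replicate 1 or 3. The interferon response genes had a median of -0.62, with 8 of 15 lower (9; adjusted p = 0.063 with an estimated correlation), Isg15 by -1.62, which did not pass without D-ME-iPSC replicate 1 or 2 or any D-TF-iPSC array (-1.57 to -1.64), and 2 lower without D-ME-iPSC replicate 1 or D-TF-iPSC replicate 1 or 2. The imprinted genes had a median of -0.37 (-0.373), with 0 of 20 higher and 8 lower (1 and 9; adjusted p = 0.012 with an estimated correlation), Rian, a noncoding RNA of the Meg3 locus, by -3.72, and 3 higher without ME replicate 1.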

How the results depend on the processing

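Arrays measure relative levels over background, and 3 arrays per group, with the wide spread of ME, limit every count. Under the alternatives set before the data were examined, 327 of the counts and distances stayed near the reported value and 77 moved. Near means within 1.5 times for counts and within 1 SD over pairs of arrays for distances, which is no error of a distance. Of the list results, 1387 kept their direction and side of the threshold, 40 lost a call and 25 gained one. Single genes were tallied together with the numbers of list members called and of genes called higher or lower. Of these values 10121 stayed, and 706 without a test, all of them such numbers, moved. Of the single genes, 461 values lost a call, 351 gained one and 9 turned. All these counts include leaving out each array. Quantile normalization and median centring moved the median fold by at most log2 0.0654, which does not show shifts of bright genes alone. With quantile normalization, which evens out such shifts, 3551 genes were called for ME against D-TF-iPSC and 2810 for D-ME-iPSC against D-TF-iPSC. Another background correction was not run, nor were list tests with Student's test or another threshold. As a replicate block, the replicate number gave 2803, 2252 and 0 genes in the 3 comparisons; residuals of arrays with the same number had an r of -0.179 to 0.161, so the numbers give no sign of pairs. Array weights (0.0658, 0.142 and 8.98 for ME replicates 1, 2 and 3) came with a warning on convergence. The weighted ME mean rests almost wholly on ME replicate 3, so weighted values and counts that involve ME do not show agreement between the ME arrays. With Student's test, adjusted, 69 of the 115 named genes lost their call in ME against D-TF-iPSC and 1 lost it in D-ME-iPSC against D-TF-iPSC. Leaving out ME arrays cannot change the folds of D-ME-iPSC against D-TF-iPSC, so its counts then move only through the estimate of the spread. Those counts were 2711 with all 9 arrays, 5782 without ME replicate 1 and 7813 with only the 6 arrays compared. The cause of the other changes was not tested, apart from thresholds that ask for more or less by construction.

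In the serial comparison, list a is ME against D-TF-iPSC, b D-ME-iPSC against D-TF-iPSC, c ME against D-ME-iPSC, d the genes in both a and b, and e those of d not in c. With only genes above the median level: the squared distance between D-ME-iPSC and D-TF-iPSC 0.386. With the median of the probe sets: the squared distance between D-ME-iPSC and D-TF-iPSC 0.282. With the brightest probe set: genes called for ME against D-TF-iPSC 2206, genes called for D-ME-iPSC against D-TF-iPSC 1612, signature genes higher in list e 89, ChIP genes lower in both 2, qRT-PCR genes higher in both 4 and the squared distance between D-ME-iPSC and D-TF-iPSC 0.295. With only the 6 arrays compared: genes called for ME against D-TF-iPSC 1751, genes called for D-ME-iPSC against D-TF-iPSC 7813 and list a 1624. With the methods' Student's test, unadjusted: genes called for D-ME-iPSC against D-TF-iPSC 8340, genes called for ME against D-ME-iPSC 1073 and list c 132. With that test, adjusted: genes called for ME against D-TF-iPSC 623, genes called for D-ME-iPSC against D-TF-iPSC 6181, list a 506, list d 445, list e 445, list e higher 223, list e lower 222, signature genes higher in list e 53, signature genes lower in list e 17, named claudins higher in both 1, ChIP genes lower in both 2 and qRT-PCR genes higher in both 3. With an unadjusted limma p under 0.05: genes called for ME against D-TF-iPSC 5971, genes called for D-ME-iPSC against D-TF-iPSC 5063, genes called for ME against D-ME-iPSC 3857 and list c 1699. With a fold of at least 2: genes called for ME against D-TF-iPSC 1220, genes called for D-ME-iPSC against D-TF-iPSC 943, list a 1220, list b 943, list d 644, list e 644, list e higher 331, list e lower 313, signature genes higher in list e 82, signature genes lower in list e 34 and ChIP genes lower in both 3. With an adjusted p under 0.01: genes called for ME against D-TF-iPSC 1644, genes called for D-ME-iPSC against D-TF-iPSC 1383, list a 1534, list b 1306, list d 925, list e 925, list e higher 436, list e lower 489, signature genes lower in list e 45 and ChIP genes lower in both 3. With array weights: genes called for ME against D-TF-iPSC 12265, genes called for D-ME-iPSC against D-TF-iPSC 8249, genes called for ME against D-ME-iPSC 12052, list a 4533, list c 4075 and signature genes higher in list e 88.

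Camera's adjusted p of the gene lists, with the preset correlation of 0.01, changed sides as follows. With quantile normalization, no longer passed: in ME against D-ME-iPSC immune 0.0563. With quantile normalization, newly passed: in ME against D-ME-iPSC endothelial 0.0460. With median centring, no longer passed: in ME against D-ME-iPSC immune 0.0636. With median centring, newly passed: in ME against D-ME-iPSC low ChIP genes 0.0497 and endothelial 0.0437. With only genes above the median level, no longer passed: in ME against D-TF-iPSC endothelial 0.0888 and keratinocyte 0.0632, and in ME against D-ME-iPSC basal 0.196, matrix 0.333, immune 0.333 and keratinocyte 0.122. With only genes above the median level, newly passed: in ME against D-TF-iPSC pluripotency 0.00525, and in D-ME-iPSC against D-TF-iPSC endoderm 0.0359, and in ME against D-ME-iPSC mature luminal 0.0250 and endoderm 0.00918. With the median of the probe sets, no longer passed: in ME against D-ME-iPSC matrix 0.107 and immune 0.107. With the median of the probe sets, newly passed: in ME against D-TF-iPSC pluripotency 0.00590, and in D-ME-iPSC against D-TF-iPSC endoderm 0.0280. With the brightest probe set, no longer passed: in ME against D-TF-iPSC endothelial 0.163, immune 0.651 and keratinocyte 0.0966, and in D-ME-iPSC against D-TF-iPSC mature luminal 0.0685 and immune 0.0767, and in ME against D-ME-iPSC basal 0.199, matrix 0.159, pluripotency 0.0752 and immune 0.114. With the brightest probe set, newly passed: in ME against D-ME-iPSC low ChIP genes 0.0436. With a trend and robust spread in limma, newly passed: in ME against D-TF-iPSC pluripotency 0.0443. With only the 6 arrays compared, no longer passed: in D-ME-iPSC against D-TF-iPSC mature luminal 0.0693. With array weights, no longer passed: in ME against D-TF-iPSC immune 0.0655 and keratinocyte 0.184, and in ME against D-ME-iPSC basal 0.487, matrix 0.675, pluripotency 0.0673 and immune 0.160. With array weights, newly passed: in ME against D-TF-iPSC pluripotency 0.0477, and in ME against D-ME-iPSC mature luminal 0.0187.

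Leaving out each array in turn gave these lowest and highest values: genes called for ME against D-TF-iPSC 1824 to 7992, genes called for D-ME-iPSC against D-TF-iPSC 1545 to 5782, genes called for ME against D-ME-iPSC 0 to 7900, list a 1669 to 4653, list c 0 to 4226, list e higher 442 to 793, ChIP genes lower in both 3 to 5 and the squared distance between ME and D-ME-iPSC -0.0295 to 0.294. Of the list tests, adjusted p ranged in ME against D-TF-iPSC, basal 4.2e-05 to 0.0952, pluripotency 0.0133 to 0.258, endothelial 0.00907 to 0.0722, immune 0.00140 to 0.276, keratinocyte 0.00842 to 0.117 and cell division 3.1e-06 to 0.742; in D-ME-iPSC against D-TF-iPSC, milk 0.0149 to 0.175; in ME against D-ME-iPSC, low ChIP genes 0.0463 to 0.231, basal 4.1e-04 to 0.625, matrix 5.7e-05 to 0.250, pluripotency 0.0167 to 0.250, endothelial 0.0451 to 0.231, immune 0.0210 to 0.295, adipocyte 0.0451 to 0.500, cell division 1.2e-05 to 0.231 and immediate early 1.8e-04 to 0.161.

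Directions turned for Cubn (0.064) and Tcfcp2l1 (-0.15) with the brightest probe set in ME against D-TF-iPSC; Dsg3 (-0.70) with array weights in ME against D-TF-iPSC; Cldn3 (-0.18), Col4a2 (0.21), Col6a1 (0.23), Hoxc6 (-0.22) and Sox2 (-0.21) with array weights in ME against D-ME-iPSC. Dsg3 in ME against D-TF-iPSC was -0.76 without ME replicate 1, the lowest value on leaving out an array, and 1.69 the highest.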

Differences from the paper's values

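For differences between 2 groups the paper's methods name Student's test with p under 0.05; for the lists of its serial comparison it states neither a test nor a smallest fold. The counts here rest on limma's adjusted p under 0.05 and a fold of at least 1.5. The figure removes repeats only after its list e (about 2000 before and about 1600 after, Supplementary Figure 3, read by eye), so its earlier lists count entries with repeats, while the lists here count distinct genes. For D-ME-iPSC against D-TF-iPSC the list held 2011 genes, and the paper gives about 4000 (Supplementary Figure 3, read by eye); the figure labels this circle ME vs TF-iPS, as it does the circle of ME against D-TF-iPSC. Of the alternatives set before the data were examined, the values do not differ by over 1.5 times with only the 6 arrays compared (2840), the methods' Student's test unadjusted (2816) and adjusted (2729), array weights (2844) or without ME replicate 1 (2777), and differ under all others (943 to 2591).

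For ME against D-ME-iPSC the list held 0 genes by limma, where 3857 genes had an unadjusted p under 0.05 with any fold and Student's test called 1073 unadjusted and 0 adjusted; the paper gives about 1400 (Supplementary Figure 3, read by eye). Of the alternatives, only an unadjusted limma p under 0.05 (1699) comes within 1.5 times; the others do not: 132 with Student's test unadjusted, 4075 with array weights, 4226 without ME replicate 1 and 0 elsewhere.

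The alternatives were run for the folds of Supplementary Table 1 of the genes named by the rule set before the data were examined, of which 3 differ from the paper's by more than the larger SD of the 2 groups. Gjb2 in D-ME-iPSC against D-TF-iPSC was 14.3-fold, and the paper gives 11.2; all alternatives differ (13.8 to 21.4). Col5a1 in ME against D-TF-iPSC had a signed fold of -2.16, and the paper gives -2.6; all alternatives differ (-1.71 to -7.47). Col5a1 in D-ME-iPSC against D-TF-iPSC had a signed fold of -1.93, and the paper gives -2.3; all alternatives differ (-1.58 to -3.30). The directions match the paper's in all 3, and both of these genes were called in both comparisons. Over all 232 genes of the table found by symbol, 5 folds in ME and 15 in D-ME-iPSC differ in this way, 2 of each by over 1.5 times. Those 2 genes, chosen after their values were seen, are Mobkl2b (1.96-fold in ME and 1.75-fold in D-ME-iPSC, where the paper gives 3.1 and 2.9) and Gprc5c (1.45-fold and 1.56-fold, where it gives 2.3 and 2.4); the alternatives were not run for the genes outside the rule.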

Other observations

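The tests of the patterns weighed here were chosen after the result was seen, apart from the splits of the arrays for the 2 comparisons against D-TF-iPSC.

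Of the qRT-PCR genes, 8 were measured on the arrays, and 7 were higher and 1, Ccnd2, lower in both comparisons (7 and 1 when adjusted over the list alone); the study chose them, so this is not independent evidence. Tcfap2c, a transcription factor of luminal and placental cells, was higher by log2 2.49 in ME (adjusted p = 0.0024 by limma) and 1.38 in D-ME-iPSC (adjusted p = 0.043); the latter did not pass without any single D-ME-iPSC or D-TF-iPSC array, where 5 genes were higher in both, nor with the brightest probe set (0.76), and the ME value did not pass by the methods' t-test, adjusted. With array weights the ME value of Tcfap2c was 3.14. Against D-TF-iPSC, pluripotency genes were higher in 3 of 21 in ME and 1 in D-ME-iPSC, and Pou5f1 and Sox2, factors of the pluripotent state, did not pass. In ME, endoderm genes were lower in 2 of 15, muscle genes in 1 of 14, neural genes higher in 1 and lower in 2 of 14, endothelial genes lower in 5 of 14 and adipocyte genes changed in 0 of 10. In D-ME-iPSC, endoderm genes were lower in 3, muscle genes in 1, neural genes higher in 1, and endothelial and adipocyte genes changed in 0. Of the 4 sex-linked genes measured for the check of labels, 0 passed in ME and 1 was lower in D-ME-iPSC.

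Against D-TF-iPSC in ME, keratinocyte genes were higher in 5 and lower in 1 of 18, immune genes higher in 1 and lower in 5 of 17, posterior Hox genes lower in 7 of 16, anterior Hox genes lower in 11 of 22, immediate early genes higher in 13 of 13, interferon genes lower in 7 of 15, imprinted genes lower in 9 of 20, and cell division genes changed in 0 of 19. Adjusted over each list alone, keratinocyte genes were higher in 8 and lower in 1, immune genes higher in 3 and lower in 7, interferon genes lower in 10, endothelial genes higher in 1 and lower in 6, endoderm genes lower in 3 and muscle genes in 0, and the other counts given so far for ME were the same. By camera with an estimated correlation, the anterior Hox (adjusted p = 0.014) and imprinted genes (adjusted p = 0.017) passed as groups in ME. The immediate early (0.072), interferon (0.072), posterior Hox (0.18), keratinocyte (0.15), immune (0.49) and cell division genes (0.90) did not. With the preset correlation of 0.01 all of these lists but cell division passed in ME. Leaving out single arrays moved some of these counts in ME by over 1.5 times: endothelial genes lower were 1 without ME replicate 3 or D-TF-iPSC replicate 1 or 2 and 8 without ME replicate 1; keratinocyte genes higher were 2 without any D-ME-iPSC or D-TF-iPSC array and 9 without ME replicate 1; immune genes lower were 3 without any D-TF-iPSC array and 8 without ME replicate 2; anterior Hox genes lower were 6 without D-TF-iPSC replicate 2 or 3; pluripotency genes higher were 6, and adipocyte genes higher and endoderm genes higher 3 each, without ME replicate 1; cell division genes higher were 6 without ME replicate 2. Cell division genes were higher in 1 and lower in 3, and immune genes higher in 3, in ME without ME replicate 1. In D-ME-iPSC, endoderm genes lower were 1 without D-ME-iPSC replicate 2 or 3 or any D-TF-iPSC array and 5 without ME replicate 1, and 3 endothelial genes were lower and 3 pluripotency genes higher without ME replicate 1. Between ME and D-ME-iPSC, 0 members passed in every list by limma over all genes; adjusted over each list alone, 11 milk genes were higher in ME, 9 keratinocyte genes lower and 1 higher, 2 of the named claudins lower, 2 other claudins lower and 1 higher, 1 neural gene lower and 1 imprinted gene higher, and 0 in the other lists. As groups, by camera with the preset correlation of 0.01, milk (median log2 fold 1.17, adjusted p = 4.2e-06), immediate early, pluripotency and immune genes were higher and cell division (-0.68, adjusted p = 8.6e-05), keratinocyte (-0.70, adjusted p = 0.0028), basal and matrix genes lower in ME; with an estimated correlation none passed (adjusted p = 0.46 to 0.74). Without the array labelled ME replicate 1, milk genes were higher in ME in 14 and lower in 0 of 15, with Csn2 higher by log2 3.65, while keratinocyte genes were lower in 10 and higher in 1 of 18, with Krt6a lower by a log2 fold of -3.85, basal genes were lower in 10 and higher in 1 of 20, and cell division genes were lower in 16 of 19.

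The array labelled ME replicate 1 stands with the D-ME-iPSC arrays. Over 202 genes at least 4-fold apart between ME replicates 2 and 3 and the D-ME-iPSC arrays, its median position was -0.0335 on a scale with D-ME-iPSC at 0 and those ME arrays at 1. It lay closer to D-ME-iPSC for 99.5% of them, as a single wrong label would give. Its position was outside the range of the D-ME-iPSC arrays (-0.00735 to 0.0226). Its r with them (0.991 to 0.993) was below that within D-ME-iPSC (0.995 to 0.996). It was thus close to that group but not inside it, and a wrong label is not settled. A swap with a D-ME-iPSC array is excluded, since the highest median position of those 3 arrays was 0.0226, and so is ME RNA mixed with D-ME-iPSC RNA, since the median linear share of the ME level was -0.00414 over Csn1s2a, Fabp3 and Glycam1 (the last 2 chosen after their values were seen) and -0.0101 over 96 genes. The design names no biological cause for such an array, and no array was moved.

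Fibroblast and collagen genes were higher in D-TF-iPSC than in D-ME-iPSC in 33 of 50. A lower share of epithelial cells in D-TF-iPSC would raise endothelial genes only if the cultures held endothelial cells, which is not known. The fibroblast and collagen median lay apart from the endothelial one (difference -0.897, permutation p = 0.00077, endothelial median -0.0993). That p comes from shuffling genes between the lists as if independent, and does not measure the spread between arrays. The gap therefore cannot decide on a lower share. More fibroblast-like cells in place of epithelial ones would leave endothelial genes unmoved and stay open; by staining, the paper reports a lower percentage of cells with mammary epithelial markers in D-TF-iPSC than in D-ME-iPSC (Figure 2d), which is not analysed here. Tissue of origin and iPSC line go together in these groups, so their parts stay open.

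The splits of the 6 arrays of each comparison into 3 and 3 are too few (10) for a test: as many genes as in the real split were called by 1 split in ME against D-TF-iPSC (3325, highest other 1), by 1 in D-ME-iPSC against D-TF-iPSC (2711, highest other 0) and by 10 in ME against D-ME-iPSC (0, highest other 0).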
